# Oxidized Low-Density Lipoprotein Accumulation in Macrophages Impairs Lipopolysaccharide-Induced Activation of AKT2, ATP Citrate Lyase, Acetyl–Coenzyme A Production, and Inflammatory Gene H3K27 Acetylation

**DOI:** 10.4049/immunohorizons.2300101

**Published:** 2024-01-09

**Authors:** Kenneth K. Y. Ting, Pei Yu, Mudia Iyayi, Riley Dow, Sharon J. Hyduk, Eric Floro, Hisham Ibrahim, Saraf Karim, Chanele K. Polenz, Daniel A. Winer, Minna Woo, Jonathan Rocheleau, Jenny Jongstra-Bilen, Myron I. Cybulsky

## Abstract

The accumulation of lipid and the formation of macrophage foam cells is a hallmark of atherosclerosis, a chronic inflammatory disease. To better understand the role of macrophage lipid accumulation in inflammation during atherogenesis, we studied early molecular events that follow the accumulation of oxidized low-density lipoprotein (oxLDL) in cultured mouse macrophages. We previously showed that oxLDL accumulation downregulates the inflammatory response in conjunction with downregulation of late-phase glycolysis. In this study, we show that within hours after LPS stimulation, macrophages with accumulated oxLDL maintain early-phase glycolysis but selectively downregulate activation of AKT2, one of three AKT isoforms. The inhibition of AKT2 activation reduced LPS-induced ATP citrate lyase activation, acetyl-CoA production, and acetylation of histone 3 lysine 27 (H3K27ac) in certain inflammatory gene promoters. In contrast to oxLDL, multiple early LPS-induced signaling pathways were inhibited in macrophages with accumulated cholesterol, including TBK1, AKT1, AKT2, MAPK, and NF-κB, and early-phase glycolysis. The selective inhibition of LPS-induced AKT2 activation was dependent on the generation of mitochondrial oxygen radicals during the accumulation of oxLDL in macrophages prior to LPS stimulation. This is consistent with increased oxidative phosphorylation, fatty acid synthesis, and oxidation pathways found by comparative transcriptomic analyses of oxLDL-loaded versus control macrophages. Our study shows a functional connection between oxLDL accumulation, inactivation of AKT2, and the inhibition of certain inflammatory genes through epigenetic changes that occur soon after LPS stimulation, independent of early-phase glycolysis.

## Introduction

Atherosclerosis is a chronic inflammatory disease that underlies ischemic conditions such as myocardial infarction and stroke. The accumulation of cholesterol-rich plaques in the intimal layer of large or medium-size arteries is a characteristic feature of atherosclerosis, and macrophage foam cells constitute a major component of these atherosclerotic plaques. In general, foam cells are formed through intracellular accumulation of modified forms of low-density lipoprotein (LDL) particles, including oxidized LDL (oxLDL) (1). oxLDL can be taken up by macrophages (Mφs) through scavenger receptors, such as CD36, Msr1, and SRA (2, 3). Following uptake, oxLDL particles are then processed in lysosomes, and esterified cholesterol is stored in lipid droplets (4). We have previously shown that the accumulation of oxLDL or cholesterol in cultured Mφs impaired their inflammatory gene expression in response to TLR agonists (5). This unexpected observation was supported by other studies including recent transcriptomics analyses of atheromas from mice and humans (6, 7) suggesting that dampening of inflammatory gene expression in foam cells is an adaptation in atherosclerosis plaques.

Past studies from the immunometabolism field have comprehensively demonstrated that metabolic reprogramming from oxidative phosphorylation to glycolysis is critical for orchestrating the inflammatory response in myeloid cells (8). Specifically, myeloid cells undergo early and late phases of glycolytic reprogramming to support their inflammatory functions (9, 10). The LPS-induced early phase of glycolysis (prior to 4 h) is dependent on early TLR4 signaling, whereas the late phase (after 4 h) is dependent on the stabilization and transcriptional activity of HIF-1α for the expression of IL-1β and other genes associated with inflammation and glycolysis (11, 12). Recently, our study showed that oxLDL accumulation suppresses late-phase glycolysis and dampens macrophage inflammatory gene expression (13). However, how oxLDL accumulation regulates the early phase of glycolysis in Mφs remains to be determined.

One of the early TLR4 signaling events is the activation of the phosphoinositide-dependent serine/threonine protein kinase AKT, also known as protein kinase B. Classical activation of AKT depends on high-affinity binding of its pleckstrin homology domain to the membrane-anchored phosphatidylinositol (3,4,5)-trisphosphate (PIP_3_), which is generated from phosphatidylinositol (4,5)-bisphosphate (PIP_2_) by class I PI3Ks (14, 15). Membrane-bound AKT is activated once it is fully phosphorylated at Thr^308^ in the kinase domain by phophoinositol-dependent kinase 1, and at Ser^473^ in the C-terminal domain by mTOR complex 2 (16, 17). Phosphatase and tensin homolog (PTEN) is a phosphatase that dephosphorylates PIP_3_ into PIP_2_, and consequently suppresses AKT activation (18). Conversely, activation of the PI3K/AKT pathway can induce PTEN ubiquitination and degradation (19). However, in the context of TLR4 signaling, AKT has been shown to be activated by TBK1/IKKε, two closely related kinases downstream of various TLRs (9, 20). LPS-induced AKT activation promotes the translocation of hexokinase II to the mitochondrial membrane, which enhances glucose retention (9). LPS-induced AKT activation also activates ATP citrate lyase (ACLY), which converts the TCA cycle metabolite citrate into acetyl-CoA, thereby promoting fatty acid synthesis and histone acetylation (10).

To date, three AKT isoforms have been identified, and as revealed by genetic deficient models, each isoform plays nonredundant roles in the progression of atherosclerosis. For instance, AKT1 deficiency in *Akt1^−/−^Apoe^−/−^* mice led to severe atherosclerosis that was attributed to reduced levels of NO and endothelial cell viability in atherosclerosis-susceptible areas (21). In contrast, hematopoietic AKT2 deficiency in *Ldlr^−/−^* mice resulted in smaller plaques with less inflammation and promoted M2 Mφ polarization, suggesting a proinflammatory function for AKT2 in Mφs (22). Finally, AKT3 deficiency in hypercholesterolemic *Apoe^−/−^* mice or in the hematopoietic compartment led to increased foam cell and lesion formation that was associated with increased modified LDL uptake and cholesterol esterification (23). In summary, the functions of AKT1 and AKT3 are atheroprotective, whereas AKT2 promotes inflammation and lesion formation.

In this study, we show that oxLDL accumulation in Mφs impaired LPS-induced activation of AKT2 and ACLY, the production of acetyl-CoA, and the acetylation of histone 3 lysine 27 (H3K27) in inflammatory gene promoters, all within 3 h of LPS stimulation. The inhibition of AKT2 activity was dependent on oxLDL-induced mitochondrial oxidative stress, and the effects of oxLDL appeared to be uncoupled from TLR4-mediated signaling and induction of early-phase glycolysis. These finding are distinct from cholesterol accumulation in Mφs, which inhibited multiple LPS-induced signaling pathways and early-phase glycolysis.

## Materials and Methods

### Mouse strains

Eight- to 12-wk-old mice were used. C57BL/6J (strain no. 000664), B6.129P2-*Lyz2^tm1(cre)Ifo^*/J (strain no. 004781), and B6.129S4-*Pten^tm1Hwu^*/J mice (strain no. 006440) were purchased from The Jackson Laboratory. *Lyz2-*Cre:*Pten^fl/fl^* mice were generated by backcrossing *Lyz2-*Cre into *Pten^fl/fl^* mice. Breeding for experiments consisted of crosses between Cre-positive and Cre-negative *Pten^fl/fl^* mice. All mice were maintained in a pathogen-free, temperature-regulated environment with a 12-h light/12-h dark cycle and were fed a normal chow diet (16 kcal % fat). All studies were performed under the approval of Animal User Protocols by the Animal Care Committee at the University Health Network according to the guidelines of the Canadian Council on Animal Care. Littermates were used for experiments (see below).

### Thioglycolate-elicited peritoneal Mφ isolation

For each experiment, one or two litters of male and female wild-type C57BL/6J mice 8–12 wk of age (up to 10 mice in total) were injected i.p. with 1 ml of 4% aged thioglycolate (Thermo Fisher Scientific, no. 211716) and peritoneal Mφs (PMφs) were harvested after 4 d by lavage with cold PBS containing 2% FBS. Cells were pooled, counted, divided into four experimental groups, and cultured (37°C, 5% CO_2_) in DMEM supplemented with 10% FBS, 2 mM l-glutamine, and 10,000 U/ml penicillin/streptomycin. Nonadherent cells were washed away and adherent PMφs were used in experiments after 18 h.

### Bone marrow–derived Mφ generation

Bone marrow–derived Mφs (BMDMφs) were obtained from Cre^+^ and Cre^−^ *Pten^fl/fl^* mice. Sex-matched littermates of up to five mice per experiment (Cre^+^ and Cre^−^) were used. Mice were euthanized in a CO_2_ chamber and bone marrow cells were isolated from leg bones. Cells were cultured (37°C, 5% CO_2_) in RPMI 1640 supplemented with 10% FBS, 2 mM l-glutamine, 10,000 U/ml penicillin/streptomycin, and 40 ng/ml M-CSF (PeproTech, no. AF-315-02) for 7 d. Cells were counted and replated for experiments. Male and female mice were used in different experiments. The results were comparable and therefore the data were combined.

### Lipid accumulation, LPS stimulation, and inhibitor studies

BMDMφs and PMφs were cultured for 24 h with human medium oxLDL (100 μg/ml, Kalen Biomedical, no. 770202) or cholesterol (50 μg/ml, Sigma-Aldrich, no. C3045), followed by ultrapure LPS stimulation (10 ng/ml, InvivoGen, no. tlrl-3pelps) for up to 6 h, or CpG (300 nM) (InvivoGen, no. tlrl-1826), Pam_3_CSK_4_ (10 ng/ml) (Tocris Bioscience, no. 4633), or bpV (HOpic) (10 µM) (Sigma-Aldrich, no. SML0884) stimulation for up to 3 h. Ethanol (0.5%) was used as a carrier control for cholesterol. For inhibitor experiments, MK-2206 (3 µM) (Cayman Chemical, no. 11593), AKT2i (3 µM) (Sigma-Aldrich, no. 124029), Mito-TEMPO hydrate (25 µM) (Cayman Chemical, no. 16621), and bpV (HOpic) (10 µM) were added 1 h prior to LPS stimulation. For assessing the accumulation of oxLDL, a mixture of DiI-oxLDL and oxLDL (10 and 90 μg/ml, respectively) were added to PMφs for 24 h. In all experiments, Mφs were first cultured for 24 h with or without oxLDL or cholesterol. The groups without oxLDL or cholesterol served as controls. The control group for cholesterol loading was cultured with media containing the same concentration of ethanol as the cholesterol group. Cells were then stimulated with LPS from 0 up to 3 h. At each time point, the groups with versus without oxLDL or cholesterol were compared and changes over time were determined.

### Immunoblotting

PMφs were cultured in 12-well plates at 2 × 10^6^ per experimental condition. Cells were lysed in ice-cold RIPA buffer (1% Nonidet P-40, 0.1% SDS, 0.5% deoxycholate in PBS, supplemented with 1 mM PMSF, 1× complete EDTA-free mini protease inhibitor cocktail [Sigma-Aldrich, no. 11873580001] and 1× PhosSTOP [Sigma-Aldrich, no. 4906845001]) for 15 min. Protein concentrations in lysates were determined by protein assay dye reagent (Bio-Rad, no. 5000006), diluted in 2× Laemmli sample buffer (Bio-Rad, no. 161-0737) with fresh 2-ME (Bio-Rad, no. 1610710), and heated at 95°C for 5 min. Samples (20 μg of protein per lane) were resolved on 8–15% SDS-PAGE gels and transferred to polyvinylidene difluoride membranes (Sigma-Aldrich, no. IPVH00010) using a wet transfer system. Membranes were blocked with 5% skim milk nonfat powder or 3% BSA (BioShop, no. ALB003) in TBST for 1 h at room temperature. Membranes were incubated with primary Abs overnight as follows: anti-actin (Sigma-Aldrich, no. A2066), anti–p-AKT (Ser^473^) (CST, no. 4060), anti–p-AKT (Thr^308^) (CST, no. 4056), AKT (CST, no. 4685), anti–p-PRAS40 (Thr^246^) (CST, no. 13175), anti-PRAS40 (CST, no. 2691), anti–p-S6K (Thr^389^) (CST, no. 9234), anti-S6K (CST, no. 9202), anti–p-S6 (Ser^235/236^) (CST, no. 4858), anti-S6 (CST, no. 2217), anti–p-4EBP1 (Ser^65^) (CST, no. 9451), anti-4EBP1 (CST, no. 9644), anti–p-GSK3α/β (Ser^21/9^) (CST, no. 9327), anti–p-GSK3α/β (CST, no. 5676), anti–p-AKT1 (Ser^473^) (CST, no. 9018), anti-AKT1 (CST, no. 2938), anti–p-AKT2 (Ser^474^) (CST, no. 8599), anti-AKT2 (CST, no. 2964), anti–p-AKT3 (Ser^472^) (Biorbyt, no. orb6790), anti-AKT3 (CST, no. 3788), anti–p-ACLY (Ser^455^) (CST, no. 4331), anti-ACLY (Abcam, no. ab40793), anti–p-TBK1 (Thr^172^) (CST, no. 5483), anti-TBK1 (CST, no. 38066), anti–p-p65 (Ser^536^) (CST, no. 3033), anti-p65 (CST, no. 8242), anti–p-ERK(Thr^202^/Tyr^204^) (CST, no. 4370), and anti-ERK (CST, no. 4695), followed by washing and incubation with HRP-conjugated anti-rabbit IgG (CST, no. 7074) (22°C, 1 h). Blots were developed using Immobilon Forte Western HRP substrate (Sigma-Aldrich, no. WBLUF0100), imaged with MicroChemi 4.2 (Bio-Rad), and analyzed with ImageJ. All phospho-blots were stripped with Western blot stripping buffer (21059X4, ThermoFisher) for 1 h at room temperature. Blots were then washed three times (5 min per wash) with 1× TBST buffer and blocked with 5% skim milk (in 1× TBST) for 30 min at room temperature. The stripped blots were then incubated overnight with Ab recognizing the corresponding total protein.

### Quantification of metabolites

To quantify acetyl-CoA, an acetyl-CoA assay kit (Sigma-Aldrich, no. MAK039A) was used. In brief, 1 × 10^6^ PMφs were plated in each well of a 24-well plate per experimental condition, after which 150 µl of acetyl-CoA assay buffer was first added per well followed by mechanical scraping of cells. Cell lysates were then used to quantify the amount of acetyl-CoA by following the manufacturer’s instructions. To quantify intracellular lactate, an l-lactate assay kit (Cayman Chemical, no. 700510) was used. In brief, 2 × 10^6^ PMφs were plated in each well of a 12-well plate per experimental condition. After treatment, cells were washed with cold PBS three times, and lactate assay buffer was added to each well followed by mechanical scraping of cells. Cell lysates were then used to quantify the amount of intracellular lactate by following the manufacturer’s instructions. To quantify extracellular lactate, an l-lactate assay kit I (Eton Bioscience, no. 1200012002) was used. In brief, 2 × 10^6^ PMφs were plated in each well of a 12-well plate per experimental condition. To reduce background, PMφs were cultured in phenol red–free Opti-MEM (Thermo Fisher Scientific, no. 11058021) during treatment. After treatment, media were filtered using 10-kDa filtered columns (Abcam, no. ab93349). Filtered media were then used to quantify the amount of extracellular lactate by following the manufacturer’s instructions.

### Extracellular acidification rate measurement

PMφs (2.5 × 10^5^) were cultured in XFe24 well plates (Agilent Technologies, no. 102342-100). For glycolysis stress tests, cells were stimulated for 3 h with LPS, washed three times with Seahorse XF DMEM (Agilent Technologies, 103334-100) supplemented with 1 mM glutamine and 2 mM pyruvate, and incubated (37°C, 0% CO_2_) for 30 min prior to the test. During the test, glucose (Agilent Technologies, no. 103577-100), oligomycin A (Cayman Chemical, no. 11342), and 2-deoxyglucose (Sigma-Aldrich, no. D8375) were added by the XFe24 Seahorse analyzer (final concentrations were 25 mM, 2 μM, and 25 mM, respectively).

### Glucose uptake, reactive oxygen species, and lysosomal pH measurement

PMφs (3 × 10^6^) were cultured in a 35-mm petri dish, with 14-mm microwells (MatTek, no. P35G-1.5-14-C). After treatment, cells were washed three times with prewarmed HBSS (Wisent, no. 311-513-CL). For the glucose uptake assay, cells were cultured for 1 h at 37°C, 5% CO_2_ in DMEM without glucose (Thermo Fisher Scientific, no. 11966025) supplemented with 10% FBS, 2-deoxy-2-[(7-nitro-2,1,3-benzoxadiazol-4-yl)amino]-d-glucose (2-NBDG, Cayman Chemical, no. 11046) (100 μg/ml) and 32.4 μM Hoechst nuclear staining reagent (Thermo Fisher Scientific, no. H3570). For the reactive oxygen species (ROS) assay, cells were cultured for 1 h at 37°C, 5% CO_2_ in HBSS, supplemented with MitoSOX Red (5 μM, Thermo Fisher Scientific, no. M36008) and Hoechst. For lysosomal pH measurement, cells were cultured for 1 h at 37°C, 5% CO_2_ in HBSS, supplemented LysoTracker Red (50 nM, Thermo Fisher Scientific, no. L7528). Cells were then washed three times with prewarmed HBSS. For glucose uptake assay, cells were live imaged with an Olympus FluoView 1000 laser scanning confocal microscope (Olympus America).

### RNA isolation and real-time PCR

Total RNA was isolated with an E.Z.N.A. total RNA kit I (Omega Bio-tek, no. R6834-01), and reverse transcription reactions were performed with a high-capacity cDNA reverse transcription kit (Thermo Fisher Scientific, no. 4368814) according to the manufacturers’ protocols. Real-time quantitative PCR (qPCR) was then performed using a Roche LightCycler 480 with Luna universal qPCR master mix (New England Biolabs, no. M3003E). Quantification of mRNA was performed by using primers that span over two adjacent exons, quantified using the comparative standard curve method, and normalized to hypoxanthine phosphoribosyltransferase (*Hprt*) as the housekeeping gene. Primer sequences used for qPCR are as follows: *Il1b*, forward, 5′-AGTTGACGGACCCCAAAAGA-3′, reverse, 5′-TGCTGCTGCGAGATTTGAAG-3′; *Il6*, forward, 5′-CTCCCAACAGACCTGTCTATACCA-3′, reverse, 5′-TGCCATTGCACAACTCTTTTCT-3′; *Il12b*, forward, 5′-AAGTGGGCATGTGTTCC-3′, reverse, 5′-TCTTCCTTAATGTCTTCCACTT-3′; *Il15*, forward, 5′-GTAGGTCTCCCTAAAACAGAGGC-3′, reverse, 5′-TCCAGGAGAAAGCAGTTCATTGC-3′; *Il18*, forward, 5′-ACAGGCCTGACATCTTCTGC-3′, reverse, 5′-CCTTGAAGTTGACGCAAGAGT-3′; *Il27*, forward, 5′-TCTCGATTGCCAGGAGTGAACC-3′, reverse, 5′-AGTGTGGTAGCGAGGAAGCAGA-3′; *Ccl3*, forward, 5′-CCCAGCCAGGTGTCATTT-3′, reverse, 5′-AGTTCCAGGTCAGTGATGTATTC-3′; *Ccl4*, forward, 5′-ACCCTCCCACTTCCTGCTGTTT-3′, reverse, 5′-CTGTCTGCCTCTTTTGGTCAGG-3′; *Ccl5*, forward, 5′-CCTGCTGCTTTGCCTACCTCTC-3′, reverse, 5′-ACACACTTGGCGGTTCCTTCGA-3′; *Ccl8*, forward, 5′-GGGTGCTGAAAAGCTACGAGAG-3′, reverse, 5′-GGATCTCCATGTACTCACTGACC-3′; *Ccl9*, forward, 5′-TCCAGAGCAGTCTGAAGGCACA-3′, reverse, 5′-CCGTGAGTTATAGGACAGGCAG-3′; *Ccl22*, forward, 5′-GTGGAAGACAGTATCTGCTGCC-3′, reverse, 5′-AGGCTTGCGGCAGGATTTTGAG-3′; *Tnfa*, forward, 5′-GTAGCCCACGTCGTAGCAAAC-3′, reverse, 5′-GCACCACTAGTTGGTTGTCTTTGA-3′; *Pten*, forward, 5′-TGAGTTCCCTCAGCCATTGCCT-3′, reverse, 5′-GAGGTTTCCTCTGGTCCTGGTA-3′; *Cd36*, forward, 5′-GCCAAGCTATTGCGACATGA-3′, reverse, 5′-AAAAGAATCTCAATGTCCGAGACTTT-3′; *Lipa*, forward, 5′-ATCCTGGTGAGGAACACTCGGT-3′, reverse, 5′-TAGAATCTGCCAGCAAGCCGTG-3′; *Cpt1a*, forward, 5′-GGCATAAACGCAGAGCATTCCTG-3′, reverse, 5′-CAGTGTCCATCCTCTGAGTAGC-3′; *Acaa2*, forward, 5′-TCTGCTGGCAAAGTTCCACCTG-3′, reverse, 5′-ACAGAGCCTGTTGAGGGTAAGG-3′; *Hprt*, forward, 5′-CAAGCTTGCTGGTGAAAAGGA-3′, reverse, 5′-TGAAGTACTCATTATAGTCAAGGGCATATC-3′.

### H3K27 acetylation and chromatin immunoprecipitation–PCR

BMDMφs and PMφs (4 × 10^6^) were plated in each well per condition in a six-well plate. Following oxLDL accumulation and LPS treatment, Mφs were cross-linked with 1% formaldehyde in PBS at room temperature for 15 min, then quenched with glycine at a final concentration of 0.125 M for another 15 min. After cross-linking, Mφs were lysed with cytoplasmic lysis buffer (1 ml per well) (10 mM HEPES/KOH [pH 7.9], 85 mM KCl, 1 mM EDTA [pH 8.0], 0.5% Nonidet P-40, 1 mM PMSF, and 1× protease inhibitor) for 10 min on ice, then scraped and pelleted at 700 × *g* for 5 min at 4°C. The pellet was resuspended with nuclear lysis buffer (10 mM Tris/HCl, 100 mM NaCl, 10 mM EDTA, 0.5 mM EGTA, 0.1% deoxycholate, 0.5% SDS, 1× protease inhibitor, 1 mM PMSF) and then sonicated for 40 cycles at 4°C (30 s on, 30 s off). Dilution buffer (20 mM Tris/HCl, 100 mM NaCl, 2 mM EDTA, 0.5% Trion X-100, 1× protease inhibitor) was then added to the sonicated lysates (1 in 2.5 dilution) and 1% of the diluted lysates were saved as input. The diluted lysates were then incubated overnight with protein A Dynabeads (Thermo Fisher Scientific, 10001D) that were previously incubated with 2 µg of anti-histone H3 (acetyl K27) Ab (Abcam, Ab4729) at 4°C for 3 h. On the next day, bead complexes were washed five times with buffer 1 (20 mM Tris/HCl [pH 7.4], 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA), four times with buffer 2 (10 mM Tris/HCl [pH 7.4], 250 mM LiCl, 1% Nonidet P-40, 0.7% deoxycholate, 1 mM EDTA [pH 8.0]), twice with buffer 3 (0.2% of Triton X-100 in 10 mM Tris-HCl and 1 mM EDTA), and twice with buffer 4 (50 mM NaCl in 10 mM Tris-HCl and 1 mM EDTA). The bound DNA was eluted from bead complexes with elution buffer (2% SDS in 10 mM Tris-HCl and 1 mM EDTA) at room temperature shaking for 30 min. After elution, 0.283 M NaCl was added to both input and elution to reverse cross-link overnight at 65°C. On the next day, 67 µg of DNase-free RNase (Thermo Fisher Scientific, no. EN0531) was added to each sample and incubated at 37°C for 1.5 h, after which 100 µg of proteinase K was added to each sample and incubated at 55°C for 1 h. All of the samples were then purified with a PCR purification kit (Qiagen, no. 28104) for subsequent PCR assays. Primers used for chromatin immunoprecipitation (ChIP)–PCR assay are as follows: *Il1a*, forward, 5′-GTGTGGGGAGACCTTGATCC-3′, reverse, 5′-ATCTTCCAGCTTCAGGGTGC-3′; *Il1b*, forward, 5′-GAGTGTCAGCTCCAAGTCCC-3′, reverse, 5′-GACAACCACTCCTCTCAGGC-3′; *Il6*, forward, 5′-CCACTGGGGAGAATGCAGA-3′, reverse, 5′-GGAGTTGCCAGGTGGGTAAA-3′; *Ccl5*, forward, 5′-AGGCTCCAGCGTTTACTTCC-3′, reverse, 5′-CTGACACTGAGGGCTGATGG-3′; *Hprt*, forward, 5′-TCTGGCTAGATGCCCCATGA-3′, reverse, 5′-CATTGCCACCTTCCTGGTCC-3′.

### Bulk RNA sequencing library preparation

Total RNA was extracted from 2 × 10^6^ PMφs using an RNeasy mini kit (Qiagen, no. 74104). To eliminate genomic DNA, 20 U of Roche RNase-free DNase I (Roche, no. 4716728001) was added in the eluant (100 µl), followed by 20 min of incubation at 37°C. Samples were then passed through RNeasy columns. Total RNA was quantified by a NanoDrop ND-1000 spectrophotometer, and 750 ng was used to enrich mRNA using an NEBNext poly(A) mRNA magnetic isolation module (New England Biolabs, no. E7490). Library construction followed immediately using an NEBNext Ultra II directional RNA library prep kit (New England Biolabs, no. E7760) and NEBNext multiple oligonucleotides for Illumina (New England Biolabs, nos. E7335, E7500, E7710, E7730). Libraries were PCR amplified for 10 cycles, quantified by MiSeq Nano v2, and sequenced on an Illumina NovaSeq S1 flow cell with a 150-bp paired-end run to obtain ∼30 million reads per sample. The complete RNA sequencing (RNA-seq) dataset has been deposited to the GEO repository (GSE239696; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239696).

### Bulk RNA-seq data acquisition and processing

The adaptor sequences were removed using Trimmomatic (v0.32; recommended parameters). The reads were aligned to the mouse genome reference assembly mm10 (GRCm38) using STAR (v2.5.1b; default parameters). The quality metrics were done using MultiQC (v1.3). To count exonic reads we used featureCounts (http://subread.sourceforge.net/, v1.5.0) and annotated them for mouse genes using GENCODE vM4.

### Bulk RNA-seq differential expression and pathway analysis

The DESeq2 R/Bioconductor package was used to perform hierarchical cluster analysis, principal component analysis, and to determine differential expression between Mφs with and without oxLDL. Differential expression was assessed using the Wald test with a Benjamini–Hochberg correction; genes with an adjusted *p* value of <0.1 were considered significantly differentially expressed. EnhancedVolcano (version 1.11.3) was used to create volcano plots. Genes were preranked using the DESeq2 output (−log_10_(*p* value) × sign(log fold change)) for enrichment analysis. Pathway enrichment was performed using gene set enrichment analysis software (version 4.1.0) from the Broad Institute (https://software.broadinstitute.org/cancer/software/gsea/wiki/index.php/Main_Page).

### Statistical analysis

All of the statistical details of experiments can be found in the figure legends. In brief, all figures show pooled data from independent experiments. All experiments were repeated at least three times. The number of biological replicates is listed as the *n* value. Statistical analyses were performed using Prism software (9.2.0) unless otherwise specified in the figure legends.

## Results

### Both oxLDL and cholesterol accumulation in PMφs impair LPS-induced AKT signaling, whereas early glycolysis is inhibited only by cholesterol

Prior to investigating the effects of oxLDL and cholesterol accumulation on LPS-induced AKT signaling and early glycolytic reprogramming in PMφs, we confirmed that LPS stimulation of PMφs activates AKT and that inhibition of AKT with MK-2206, an allosteric pan-AKT inhibitor, reduces the uptake of 2-NBDG, a fluorescent glucose analog (Supplemental Fig. 1A). Having established that LPS signaling induces AKT-dependent glucose uptake, we investigated AKT activation in PMφs with accumulated oxLDL or cholesterol. We observed diminished phosphorylation of AKT residues Ser^473^ and Thr^308^ (Fig. 1A, 1B), although in some experiments, inhibition of AKT phosphorylation was observed at earlier time points. These observations demonstrate that LPS-induced AKT activation is suppressed in PMφs with accumulated oxLDL or cholesterol. In support of this conclusion, the phosphorylation of known AKT targets, such as PRAS40 and GSK3α/β, was also suppressed in PMφs cultured with oxLDL or cholesterol (Supplemental Fig. 1B, 1C).

**FIGURE 1.**
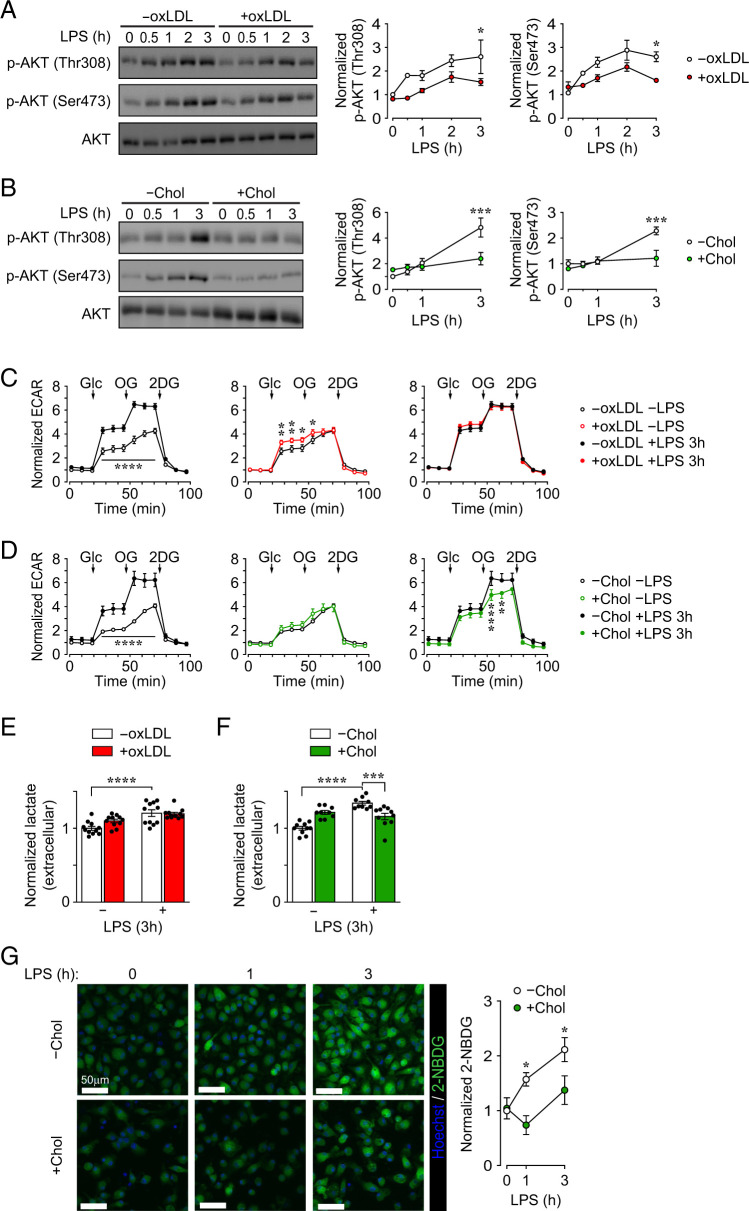
Both oxLDL and cholesterol accumulation in PMφs impair LPS-induced AKT signaling, whereas early glycolysis is inhibited only by cholesterol. (**A** and **B**) Effect of oxLDL or cholesterol (Chol) accumulation on LPS-induced AKT activation. Representative immunoblots and quantification of p-AKT (Thr^308^), p-AKT (Ser^473^), and total AKT is shown in an LPS time course experiment using PMφs with or without accumulated oxLDL (A, *n* = 4) or Chol (B, *n* = 4–6). For each time point, p-AKT values were normalized to the corresponding total AKT value and the 0 h LPS time point of the without (−)oxLDL/Chol groups (assigned a value of 1). (**C** and **D**) Seahorse analysis of PMϕs with or without LPS stimulation (3 h) and accumulation of oxLDL (C, *n* = 11–14) or Chol (D, *n* = 6–9). ECAR values were normalized to baseline of the −oxLDL/Chol −LPS groups (assigned a value of 1). The addition of glucose (Glc), oligomycin (OG), and 2-deoxyglucose (2DG) is indicated in the glycolysis stress tests. (**E** and **F**) Extracellular lactate in cell culture media. PMϕs with or without accumulated oxLDL (E, *n* = 11) or Chol (F, *n* = 9–10) were treated with LPS for 0 or 3 h. Values are normalized to −oxLDL/Chol −LPS groups (assigned a value of 1). (**G**) Representative images and quantification of 2-NBDG uptake (green) by LPS-stimulated (0–3 h) PMφs with and without Chol accumulation. Values are normalized to −Chol, 0 h LPS time point (assigned a value of 1, *n* = 10–14). The mean ± SEM is plotted in all graphs. Significant differences were determined by a two-way ANOVA and a Bonferroni post hoc test (A–D and G) or an unpaired Student *t* test (E and F). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. +, with; −, without.

We next used the Seahorse bioanalyzer to measure the extracellular acidification rate (ECAR) and evaluate early glycolysis. Glycolysis stress tests were performed using control or lipid-loaded PMϕs that were unstimulated or stimulated for 3 h with LPS. As expected, LPS stimulation of control PMφs (without accumulated lipid) increased the ECAR upon the addition of glucose and oligomycin (Fig. 1C, 1D, left panels), consistent with an early glycolytic response. When PMϕs were not stimulated with LPS, the ECAR was elevated relative to controls when PMϕs with accumulated oxLDL, but not cholesterol, were assayed (Fig. 1C, 1D, middle panels). Three hours after LPS stimulation, the ECAR was reduced relative to control when PMϕs with accumulated cholesterol were assayed (Fig. 1D, right panel), but it was comparable to control when PMϕs with accumulated oxLDL were assayed (Fig. 1C, right panel). Consistent with the ECAR, extracellular lactate, a metabolite generated by glycolysis, increased 3 h after LPS stimulation in control PMφs (Fig. 1E, 1F). Notably, extracellular lactate was comparable when PMφs with accumulated oxLDL were stimulated with LPS for 3 h (Fig. 1E), but it was significantly reduced in cultures of PMφs with accumulated cholesterol (Fig. 1F), consistent with the Seahorse data. Intracellular levels of lactate in PMφs with accumulated cholesterol followed a similar pattern to extracellular levels (Supplemental Fig. 1D). The Seahorse and lactate data were also supported by reduced accumulation of the glucose analog 2-NBDG following LPS stimulation of PMφs with accumulated cholesterol (Fig. 1G). In contrast to the 3 h time point, extracellular lactate was reduced when PMφs with accumulated oxLDL were stimulated with LPS for 6 h (Supplemental Fig. 1E), consistent with our previous study that focused on HIF-1α–dependent glycolysis (13). Collectively, we demonstrated that lipid accumulation in PMφs impairs LPS-induced AKT signaling; however, LPS-induced early glycolysis remains intact in PMφs with accumulated oxLDL but is suppressed in cells with accumulated cholesterol.

### oxLDL accumulation in PMφs selectively inhibits LPS-induced AKT2 and ACLY activation

Similar to lactate, acetyl-CoA is a product of glycolysis. We determined acetyl-CoA levels at 3 h after LPS stimulation and found reduced abundance in PMφs with accumulated oxLDL (Fig. 2A). This result suggests that a pathway for acetyl-CoA generation other than glycolysis is inhibited in PMφs with accumulated oxLDL. One possibility is ACLY, an enzyme that functions in de novo lipogenesis by converting citrate to acetyl-CoA (24). We thus evaluated an established marker of ACLY activation—the phosphorylation of Ser^455^, which is a residue that is phosphorylated by AKT (25). Following LPS stimulation, ACLY Ser^455^ phosphorylation was significantly lower in PMφs with accumulated oxLDL (Fig. 2B). This implies that the inhibition of AKT signaling in cells with accumulated oxLDL inhibits ACLY activation and production of acetyl-CoA.

**FIGURE 2.**
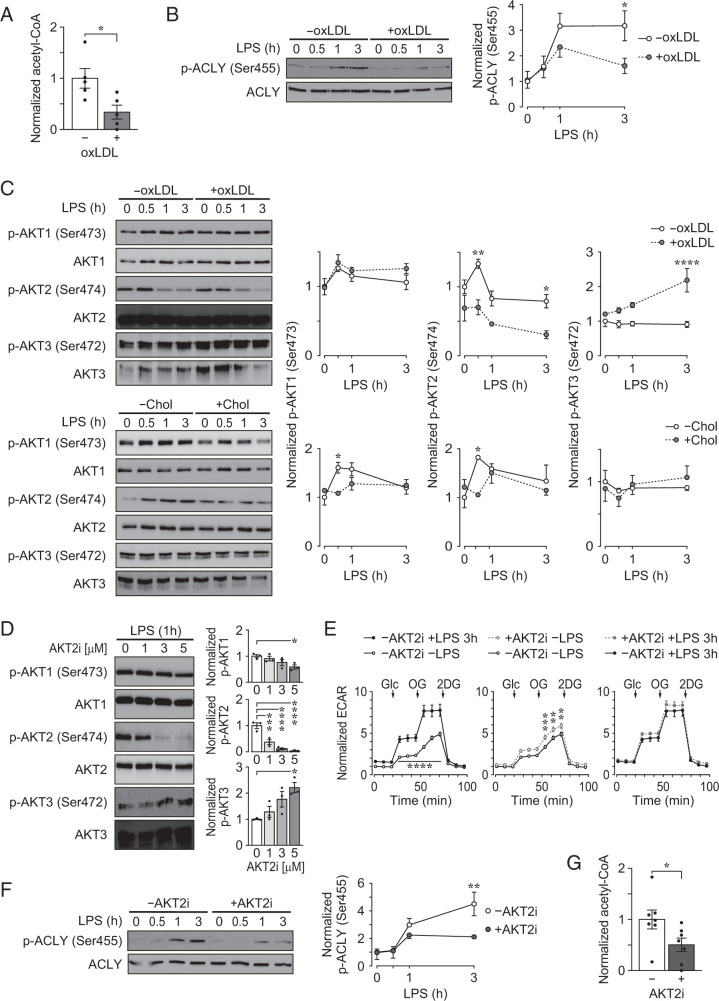
oxLDL accumulation in PMφs selectively inhibits LPS-induced AKT2 activation and reduces activation of ACLY and intracellular acetyl-CoA, and selective inhibition of AKT2 reproduces the effects of oxLDL accumulation on glycolysis, ACLY activation, and acetyl-CoA. (**A**) Intracellular acetyl-CoA in LPS-stimulated (3 h) PMφs with or without oxLDL accumulation. The data are normalized to the without (−)oxLDL group (assigned a value of 1, *n* = 5). (**B**) Effect of oxLDL accumulation on LPS-induced activation of ACLY. Representative immunoblots and quantification of p-ACLY (Ser^455^) and total ACLY in a LPS time course (0–3 h). PMφs with or without oxLDL accumulation were used. For each time point, p-ACLY values were normalized to corresponding total ACLY and the 0 h LPS time point in the −oxLDL group (assigned a value of 1, *n* = 5). (**C**) Effect of oxLDL or cholesterol (Chol) accumulation on LPS-induced activation of AKT isoforms. Representative immunoblots and quantification of p-AKT1 (Ser^473^), total AKT1, p-AKT2 (Ser^474^), total AKT2, p-AKT3 (Ser^472^), and total AKT3 in a LPS time course (0–3 h). PMφs with or without oxLDL (*n* = 3–4) or Chol (*n* = 3) accumulation were used. Values were normalized analogous to (B). (**D**) Immunoblot analysis of AKT isoform activation in LPS-stimulated PMφs treated with increasing concentration of AKT2i 1 h prior to LPS. Values were normalized analogous to (B) (*n* = 3). (**E**) Effect of AKT2i (3 µM) on LPS-induced glycolysis. Seahorse analysis of PMφs with or without LPS stimulation (3 h) and treatment with AKT2i (*n* = 10–14). ECAR values were normalized to baseline of the −AKT2i −LPS group, assigned a value of 1. The addition of glucose (Glc), oligomycin (OG), and 2-deoxyglucose (2DG) is indicated in the glycolysis stress tests. (**F** and **G**) Effect of AKT2i (3 µM) on LPS-induced activation of ACLY and intracellular acetyl-CoA. PMφs with or without AKT2i treatment were used. (F) Representative immunoblots and quantification of p-ACLY (Ser^455^) and total ACLY in a LPS time course (0–3 h). Values were normalized analogous to (B) (*n* = 3). (G) Quantification of intracellular acetyl-CoA at 3 h after LPS stimulation). The data are normalized to the −AKT2i group (assigned a value of 1, *n* = 8). The mean ± SEM is plotted in all graphs. Significant differences were determined by an unpaired Student *t* test (A and G), or a two-way ANOVA (B, C, E, and F) or one-way ANOVA (D) and a Bonferroni post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. +, with; −, without.

To gain further insights into differences in PMφ biology in the setting of oxLDL versus cholesterol accumulation, we evaluated the activation of the three AKT isoforms. LPS stimulation of control PMφs (without lipid accumulation) increased the activation of AKT1 (phosphorylation of Ser^473^) and AKT2 (phosphorylation of Ser^474^) in a time-dependent manner, but not of AKT3 (phosphorylation of Ser^472^) (Fig. 2C). In PMφs with accumulated oxLDL, AKT1 and AKT3 activation was comparable to control, but AKT2 activation was significantly reduced (Fig. 2C). In contrast, cholesterol accumulation in PMφs significantly reduced both AKT1 and AKT2 activation but not AKT3 (Fig. 2C). oxLDL accumulation selectively inhibited AKT2 activation in the RAW264.7 murine Mφ cell line, although the overall kinetics of AKT activation after LPS stimulation were distinct in these cells (Supplemental Fig. 2A). AKT2 activation in PMφs induced by other TLR agonists, including CpG-ODN (TLR9 agonist) and Pam_3_CSK_4_ (TLR1/2 agonist), was also selectively inhibited by oxLDL accumulation (Supplemental Fig. 2B).

### AKT2 inhibition reduces LPS-induced ACLY activation and acetyl-CoA, but not early glycolysis

The selective inhibitory effect of oxLDL accumulation on AKT2 activation is of interest due to its established role in promoting inflammation in Mφs (22). A relatively specific AKT2 inhibitor was employed to explore the potential role of AKT2 in inducing the early glycolytic response and ACLY activation in LPS-stimulated PMφs. Initially, we determined concentrations that selectively inhibited AKT2 activation in PMφs 1 h after LPS stimulation (Fig. 2D). We then performed glycolysis stress tests using the Seahorse bioanalyzer to assess whether AKT2 regulates early glycolysis 3 h after LPS stimulation. We found that the AKT2 inhibitor (used at 3 µM) increased the ECAR when added to unstimulated PMφs and did not reduce the ECAR when added to LPS-stimulated PMφs (Fig. 2E). However, the AKT2 inhibitor reduced LPS-induced ACLY activation in a time-dependent manner (Fig. 2F) and reduced the abundance of acetyl-CoA (Fig. 2G). This phenotype closely resembled PMφs with accumulated oxLDL (Figs. 1C, 2A, 2B).

### oxLDL accumulation selectively and irreversibly blocks AKT2 activation, whereas cholesterol accumulation inhibits LPS-induced TBK1 activation

Recent studies have shown that TBK1/IKKε activate AKT and regulate AKT-dependent glycolytic reprogramming upon LPS stimulation of myeloid cells (9). We therefore evaluated the phosphorylation of TBK1 on Thr^172^ in LPS-stimulated PMφs and found that LPS-induced TBK1 phosphorylation was comparable in cells with accumulated oxLDL; however, it was reduced in cells with accumulated cholesterol (Fig. 3A). These data suggest that signaling upstream of AKT is inhibited in PMφs with accumulated cholesterol but not in cells with accumulated oxLDL. Nevertheless, oxLDL selectively inhibited AKT2 activation (Fig. 2C).

**FIGURE 3.**
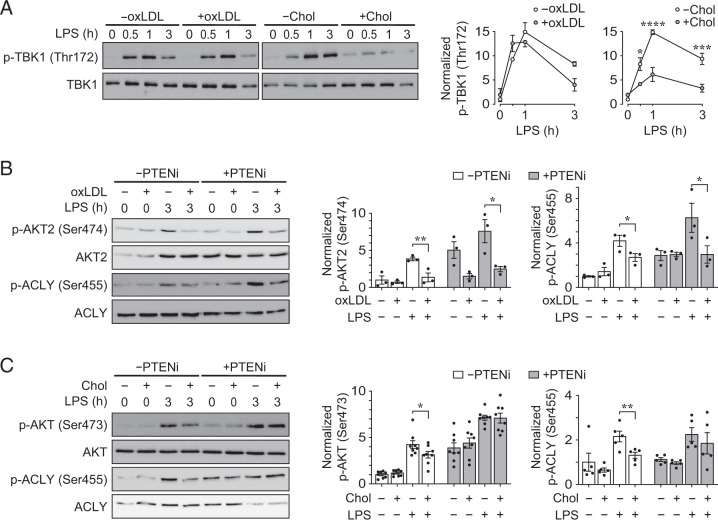
In contrast to the effects of cholesterol, oxLDL accumulation does not inhibit LPS-induced TBK1 activation, yet AKT2 and ACLY activation remain inhibited even when the localization of AKT2 to the plasma membrane is enhanced by inhibition of PTEN. (**A**) Effect of oxLDL or cholesterol (Chol) accumulation on LPS-induced activation of TBK1. Representative immunoblots and quantification of p-TBK1 (Thr^172^) and total TBK1 in a LPS time course (0–3 h). PMφs with or without oxLDL (*n* = 4) or Chol (*n* = 3) accumulation were used. For each time point, p-TBK1 values are normalized to corresponding total TBK1 and the 0 h LPS time point in the without (−)oxLDL/Chol groups (assigned a value of 1). (**B** and **C**) Effects of PTEN inhibitor (PTENi) on LPS-induced activation of AKT in PMφs with accumulated oxLDL or Chol. Representative immunoblots and quantification of p-AKT2 (Ser^474^) and total AKT2 (B), p-AKT (Ser^473^) and total AKT (C), and p-ACLY (Ser^455^) and total ACLY (B and C) in PMφs with/without (±)oxLDL accumulation (B, *n* = 3), ±Chol accumulation (C, *n* = 5–8), ±PTENi and ±LPS stimulation (3 h) are as indicated. The mean ± SEM is plotted in all graphs. Significant differences were determined by a two-way ANOVA (A) or one-way ANOVA (B and C) and a Bonferroni post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. +, with; −, without.

The activation of AKT isoforms requires localization to the plasma membrane through binding of an AKT pleckstrin homology domain to PIP_3_. Plasma membrane localization of AKT can be increased by inhibiting PTEN, which converts PIP_3_ to PIP_2_ by dephosphorylating the 3′ phosphate. We obtained bisperoxovanadium (HOpic), a potent PTEN inhibitor (PTENi) and performed a dose-response experiment to determine that 10 µM is the optimal concentration (Supplemental Fig. 3A). After PMφs accumulated oxLDL or cholesterol, cells were treated with PTENi for 1 h prior to LPS stimulation. In PMφs with accumulated oxLDL, LPS-induced activation of both AKT2 and ACLY remained suppressed when cells were treated with PTENi (Fig. 3B). Treatment with PTENi rescued LPS-induced activation of both AKT and ACLY, which was inhibited by cholesterol accumulation (Fig. 3C).

Collectively, we demonstrated that the accumulation of oxLDL in PMφs does not inhibit LPS-induced TBK1 activation; nevertheless, AKT2 and ACLY activation is suppressed and cannot be rescued by inhibition of PTEN. This suggests that the impaired activation of AKT2 is unlikely due to defective upstream kinase signaling cascades, as oxLDL in PMφs does not block most TLR4-induced signaling pathways, including TBK1 (Fig. 3A), MAPK, and NF-κB (5). In contrast, the accumulation of cholesterol in PMφs inhibits LPS-induced TBK1 activation (Fig. 3A), which accounts for suppressed AKT and ACLY activation, and the restoration of their inhibition by inhibiting PTEN (Fig. 3C). This suggests that cholesterol loading interferes with phosphorylation cascades upstream of AKT2.

### Mitochondrial oxidative stress in response to oxLDL accumulation inactivates AKT2

In the absence of LPS stimulation, treatment of control PMφs with the PTENi increased the activation of AKT1 and AKT2 but not AKT3 (Supplemental Fig. 3B). PTENi-induced activation of AKT2, but not AKT1, was inhibited in PMφs with accumulated oxLDL (Supplemental Fig. 3B). These observations together with the differential effects of PTENi in LPS-stimulated cells with accumulated oxLDL versus cholesterol (Fig. 3B, 3C) suggested the possibility that AKT2 is intrinsically deactivated by oxLDL loading.

Past research has shown that the activation of AKT2 can be regulated by oxidative stress (26, 27). Because we have previously showed that oxLDL accumulation in PMφs induces oxidative stress (13), this suggests the possibility that oxLDL-induced ROS deactivate AKT2. To test this, we first explored the potential source of ROS by comparing the transcriptomes of PMφs with or without oxLDL accumulation with RNA-seq. 

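PMφs are macrophages drawn into the mouse peritoneal cavity with thioglycolate, harvested by lavage and cultured. Poly(A) RNA was sequenced from 12 cultures in 4 groups of 3, which were control PMφs, PMφs cultured with 100 µg/ml oxLDL for 24 h, PMφs given 10 ng/ml LPS, and PMφs given oxLDL and LPS. The length of the LPS treatment is not stated for these libraries, and the groups without LPS are the ones this comparison uses. According to the paper's methods, cells of male and female littermates were pooled and then divided among the groups. The authors trimmed adaptors with Trimmomatic, aligned the reads to GRCm38 with STAR and counted exonic reads per GENCODE gene with featureCounts. The deposited signal behaves as these counts multiplied by 1 factor per library and rounded to whole numbers, and it is called the normalized count here. It summed to between 17152972 and 17709731 per control library and to between 17440329 and 17444102 per oxLDL library. The factors, read from the spacing of the values, ran from 0.7635 to 1.413 over the 12 libraries. They imply 16737822 to 26171796 reads on genes per library, with a median of 20.6 M, whereas the paper states ∼30 M reads per sample. Groups were compared with limma on log2 of the normalized count plus a pseudocount of 1, over the genes that reached 10 in at least 3 of the libraries compared. The pseudocount makes the fold changes of genes near 10 smaller in size than those of their counts. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called, which is the threshold of the paper's methods. Each comparison was also fitted with the replicate number of the label as a block, since the labels give the 4 groups the same numbers.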

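Over the 500 most variable genes of the 6 control and oxLDL libraries, the first principal component held 55.99% of the variance, the second 32.0% and the third 7.32%. Between the means of control and oxLDL-treated PMφs lay 5.96% of the variance, and between the 3 replicate numbers 87.5%. The third component had 64.0% of its own variance between the 2 groups, against 0.122% for the first and 0.642% for the second. The genes with the 5 largest loadings on the first component, chosen after the values were seen, were the Y-linked Ddx3y, Eif2s3y, Kdm5d and Uty and the X-linked Xist. Those loadings were 0.121 to 0.145, all of the same sign. The same 5 genes had the largest loadings on the second component too. There the Y-linked genes had 0.277 to 0.326 and Xist the opposite sign, at −0.388. Over all 12751 genes that passed the filter, the share between the groups was 11.4%, which was the setting other than a left-out library that moved it most. Without replicate number 3 it was 17.9%, without number 1 14.0% and without number 2 11.8%.

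Of the 12751 genes tested, 0 had an adjusted p under 0.1 from limma with Benjamini-Hochberg adjustment, the smallest being 0.250, and 381 had an unadjusted p under 0.05. The alternative that moved this count most was the replicate block, with 229 genes higher and 372 lower in oxLDL-treated PMφs, 601 in all. Without replicate number 1, 2 or 3, the blocked count was 214, 139 or 1285, and without the filter on low values it was 0 of 23089 genes.

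Cd36 encodes a receptor for oxLDL and fatty acids and lies on chromosome 5 of GRCm38 from 17781690 to 17888801 on the minus strand. Its normalized count was 36679.7 ± 3819 (SD, n = 3) in control and 71524 ± 20248 (SD, n = 3) in oxLDL-treated PMφs, a log2 fold change of 0.93 (standard error 0.21, adjusted p = 1 from limma). Every oxLDL library had a higher value than every control library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The libraries of replicate numbers 1, 2 and 3 differed by 0.75, 0.71 and 1.34 on the log2 scale. With the replicate block the standard error was 0.11 and the adjusted p from limma 0.00180, and over the alternatives the adjusted p of Cd36 ran from 0.00180 to 1. With each library left out in turn, its log2 fold change stayed between 0.72 and 1.12.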

Principal component analysis showed that oxLDL did not induce wide-scale transcriptome alterations, yet the expression of certain metabolic genes such as CD36 was induced significantly (Supplemental Fig. 3C, 3D). Hallmark pathway analyses revealed that oxLDL accumulation significantly altered intracellular metabolic processes, including upregulation of oxidative phosphorylation, adipogenesis, and fatty acid metabolism and downregulation of cholesterol homeostasis and bile acid metabolism (Fig. 4A). 

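The Hallmark sets were not used here, and lists of genes for these processes were written by hand. Genes were ranked by −log10(p) with the sign of their change, which is the formula of the paper's methods. The p came from limma here and from DESeq2 in the paper. The ranking was tested with preranked enrichment in fgsea. Of 18 lists with at least 10 tested genes, 12 passed an adjusted p of 0.1, 8 toward higher and 4 toward lower expression in oxLDL-treated PMφs. The set test that moved this number most was camera with a correlation between genes estimated per list, which called 4 lists. These were cholesterol biosynthesis, fatty acid synthesis, PPAR targets and ribosome biogenesis under MYC. A rotation test of the samples (fry), which also allows for that correlation, called these 4 and adipogenesis.

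Of 77 nuclear-encoded genes of oxidative phosphorylation, 69 were higher and 8 lower with oxLDL (normalized enrichment 2.43, adjusted p = 5.313e-10). The median log2 fold change was 0.08, and it was 0.13, 0.08 and −0.01 in replicate numbers 1, 2 and 3. None of these genes had an unadjusted p under 0.05, and the number called was 0 adjusted over the list alone and 0 over all genes. Without control replicate 2 the adjusted p of the list was 0.148, under fry it was 0.644 and under fry in the replicate block 0.233, in a range of 4.185e-17 to 0.644 over its alternatives.

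Of 27 adipogenesis genes, 18 were tested, of which 11 were higher and 7 lower, with a median of 0.05 (normalized enrichment 1.84, adjusted p = 0.00548). Plin2, Cd36, Pnpla2 and Angptl4 had unadjusted p under 0.05, 3 of these genes were called adjusted over the list alone, and 0 were over all genes. The replicate block called 5 over all genes and 7 adjusted over the list alone. With the estimated correlation in camera the adjusted p of the list was 0.165, in a range of 1.358e-04 to 0.165.

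Fatty acid synthesis and cholesterol biosynthesis went the other way. Of 15 tested genes of fatty acid synthesis, 1 was higher and 14 were lower, with a median of −0.24 (normalized enrichment −2.33, adjusted p = 1.456e-08), and 7 were called adjusted over the list alone against 0 over all genes, or 9 over all genes in the replicate block. All 20 genes of cholesterol biosynthesis were lower, with a median of −0.78 (normalized enrichment −2.61, adjusted p = 2.712e-16). The medians of this list were −0.75, −0.56 and −0.97 in replicate numbers 1, 2 and 3. Adjusted over the list alone 19 of its genes were called, against 0 over all genes and 19 over all genes in the replicate block. Of the 20, 15 are among the genes labelled in Supplemental Fig. 3D, which the paper chose on the same libraries.

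Only 8 of 16 bile acid genes were tested, too few for an enrichment test, and 5 were higher and 3 lower, with a median of 0.03 and 0 with an unadjusted p under 0.05. The adjusted p of the Reactome set for bile acid metabolism, with 15 tested genes, was 0.984 (normalized enrichment −0.59). Reactome's respiratory electron transport, with 83 genes, had a normalized enrichment of 2.34 (adjusted p = 7.296e-08), and its cholesterol biosynthesis, with 22 genes, of −2.63 (adjusted p = 2.035e-13). From its own enrichment of these pathways (Fig. 4A), the paper concludes that oxLDL accumulation altered the metabolism of PMφs, and it goes on to fatty acid oxidation as a process that feeds mitochondria, where it places the source of ROS.

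**Figure D1:**
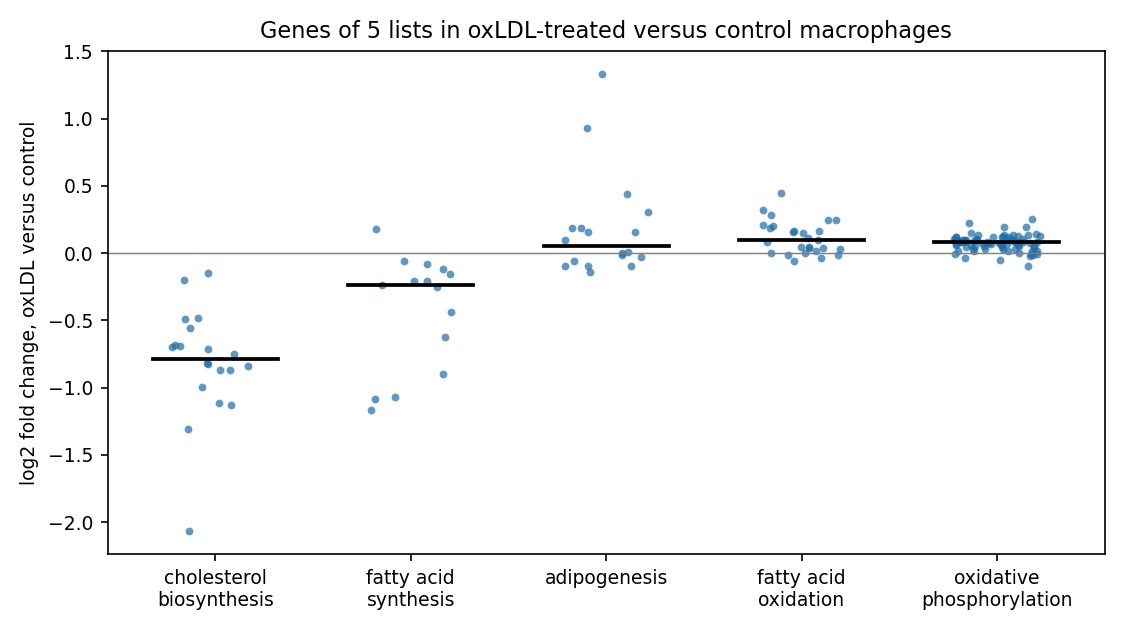
Log2 fold change of oxLDL-treated against control PMφs for the tested genes of 5 lists, with a point per gene and a black line at the median of each list. All 20 cholesterol biosynthesis genes lie below 0, and the points of oxidative phosphorylation sit close to their median of 0.08.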

Of particular interest is the increase in fatty acid oxidation, as it has been associated with impaired inflammatory responses in Mφs (28). 

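Of 27 tested genes of mitochondrial fatty acid oxidation, 22 were higher and 5 lower in oxLDL-treated PMφs (normalized enrichment 2.39, adjusted p = 1.098e-07). The median log2 fold change was 0.10, from 0.15, 0.13 and 0.05 in replicate numbers 1, 2 and 3. Cpt1a, Acadl and Acaa2 had unadjusted p under 0.05, and 0 genes were called over all genes or adjusted over the list alone. The replicate block called these 3 and Ech1 over all genes, and 10 adjusted over the list alone. The adjusted p of the list was 0.188 with the correlation estimated in camera and 0.204 under fry, and under fry in the replicate block it passed at 0.0912, in a range of 7.986e-08 to 0.204. The Reactome set for β-oxidation, with 15 tested genes, had a normalized enrichment of 1.91 (adjusted p = 0.00455).

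Cpt1a, which encodes the carnitine palmitoyltransferase that admits fatty acids to mitochondria, lies on chromosome 19 of GRCm38 from 3322334 to 3385733. Its normalized count rose from 2678 ± 269 (SD, n = 3) in control to 3666 ± 545 (SD, n = 3) in oxLDL-treated PMφs, a log2 fold change of 0.45 (standard error 0.12, adjusted p = 1 from limma). The 3 replicate numbers differed by 0.44, 0.38 and 0.52, and the adjusted p from limma in the replicate block was 9.401e-04, in a range of 9.401e-04 to 1 over the alternatives. Acaa2, a mitochondrial thiolase gene on chromosome 18 from 74779197 to 74806208, rose from 644 ± 50.9 to 807 ± 93.6 (SD, n = 3 each). Its log2 fold change was 0.32 (standard error 0.11, adjusted p = 1 from limma), made up of 0.38, 0.46 and 0.13 in the 3 replicate numbers. The replicate block gave an adjusted p of 0.0288 from limma, in a range of 0.0288 to 1. Leaving out 1 library at a time gave log2 fold changes of 0.33 to 0.54 for Cpt1a and 0.24 to 0.41 for Acaa2.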

The breakdown of lipid droplets in lysosomes releases free fatty acids. We stained PMφs with LysoTracker and found evidence of activated lysosomal function upon accumulation of oxLDL (Fig. 4B). We also measured by qPCR increased expression of genes that regulate fatty acid oxidation, such as *Cd36*, *Lipa*, *Cpt1a*, and *Acaa2* (Fig. 4C). Because fatty acid oxidation can fuel the TCA cycle and generate energy in the mitochondria, we hypothesized that oxLDL-induced ROS are generated in mitochondria. Indeed, staining with MitoSOX showed increased mitochondrial ROS in PMφs with accumulated oxLDL (Fig. 4D). Therefore, Mito-TEMPO, a mitochondrial-targeted antioxidant, was added 1 h prior to culture of PMφs with oxLDL. This treatment with Mito-TEMPO did not alter oxLDL accumulation in PMφs (Supplemental Fig. 4A) but it reduced mitochondrial ROS in PMφs with accumulated oxLDL (Fig. 4E). Mito-TEMPO was then used to determine whether mitochondrial-derived ROS underlie the deactivation of AKT2 in PMφs with accumulated oxLDL. Unfortunately, Mito-TEMPO inhibited LPS-induced activation of AKT2 (Supplemental Fig. 4B); therefore, we used PTENi to activate AKT2 and AKT1 (Supplemental Fig. 3B) and found that PTENi-induced activation of AKT2 and ACLY was restored by Mito-TEMPO in PMφs with accumulated oxLDL (Fig. 4F). This finding is consistent with the possibility that generation of mitochondrial ROS in response to oxLDL accumulation modifies and inactivates AKT2.

**FIGURE 4.**
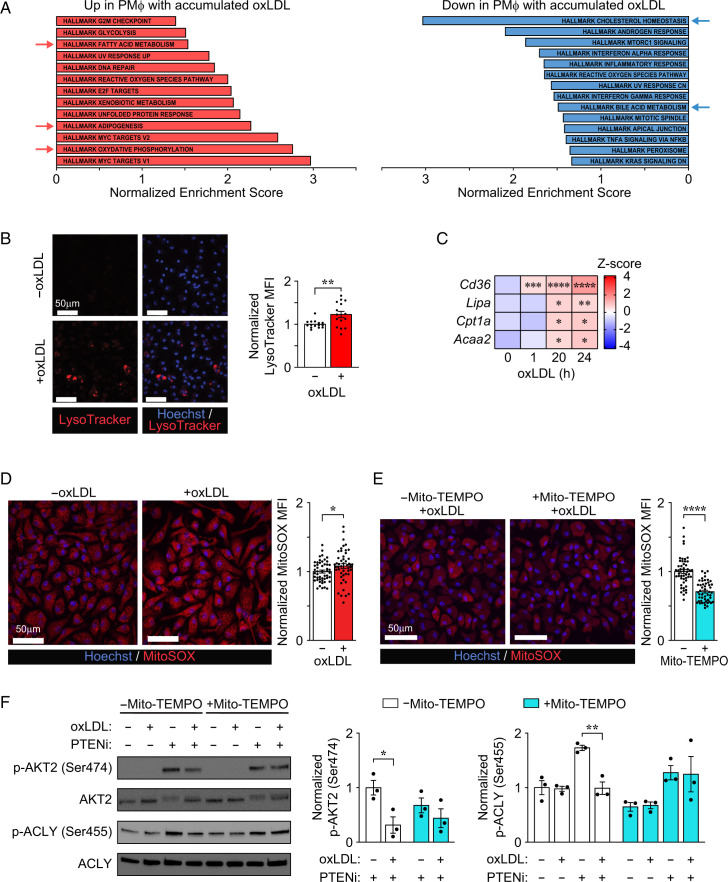
The accumulation of oxLDL in PMφs generates mitochondrial oxidative stress, which inactivates AKT2. (**A**) Hallmark pathway analysis of significantly upregulated and downregulated genes (*p* < 0.01) in oxLDL versus control PMφs. Red arrows indicated fatty acid metabolism-related pathways. Blue arrows indicate cholesterol metabolism-related pathways. (**B**) LysoTracker staining in PMφs with or without accumulated oxLDL. Representative fluorescence microscope images and quantification of LysoTracker mean fluorescence intensity (MFI) (*n* = 15 fields, >3 independent experiments). (**C**) Heat map of fatty acid oxidation gene mRNA expression assessed by qPCR in PMφs during sequential time points of oxLDL accumulation (*n* = 3). (**D** and **E**) MitoSOX staining of PMφs. (D) Staining at 0 or 18 h after accumulation of oxLDL. (E) Staining of cells with or without Mito-TEMPO (25 µM) treatment 1 h prior to culture with oxLDL for 18 h. Shown are representative fluorescence microscope images and quantification of MitoSOX MFI (*n* = 50 fields, >3 independent experiments). (**F**) Effect of mitochondrial ROS suppression on the activation of AKT2 and ACLY in response to PTEN inhibition in PMφs with or without oxLDL accumulation. Representative immunoblots and quantification of p-AKT2 (Ser^474^), total AKT2, p-ACLY (Ser^455^), and total ACLY in PMφs with or without Mito-TEMPO (added 1 h prior to oxLDL), oxLDL accumulation (24-h), and PTENi (3-h treatment after culture with oxLDL) are as indicated. The p-AKT2 and p-ACLY values were normalized to the corresponding total AKT2 or total ACLY and the without (−)Mito-TEMPO −oxLDL groups (assigned a value of 1, *n* = 3). The mean ± SEM is plotted in all graphs. Significant differences were determined by an unpaired Student *t *test (B, D, and E) or a one-way ANOVA (C) or two-way ANOVA (F). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. +, with; −, without.

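The control and oxLDL libraries were also compared on further hand-written lists with the same enrichment. Of 18 glycolysis genes, 9 were higher and 9 lower, with a median of 0.00 (normalized enrichment −0.88, adjusted p = 0.696). Aldoc alone had an unadjusted p under 0.05 and was called adjusted over the list alone, against 0 genes over all genes, and in the replicate block Aldoc, Pgk1 and Slc16a3 were called over all genes and 5 adjusted over the list alone. The Reactome glycolysis set gave a normalized enrichment of −0.89 (adjusted p = 0.795). Among 33 E2F and cell cycle genes 22 were higher, with a median of 0.04 (normalized enrichment 1.03, adjusted p = 0.547) and 0 called adjusted over the list alone or over all genes. That list passed the threshold toward higher expression without control replicate 1 (adjusted p = 0.0372), control replicate 2 (8.514e-04) or oxLDL replicate 3 (1.522e-07), and toward lower expression without control replicate 3 (0.0338). All 31 genes of ribosome biogenesis under MYC were higher, with a median of 0.15 (normalized enrichment 2.42, adjusted p = 1.073e-07). None of them was called over all genes or adjusted over the list alone, and Rrp12, Bop1, Polr1b, Wdr43 and Ddx21 had unadjusted p under 0.05. The block called Nop58, Wdr43, Srm and Odc1 over all genes and 14 adjusted over the list alone.

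Of 25 tested genes of the unfolded protein response 18 were higher, with a median of 0.03 (normalized enrichment 1.78, adjusted p = 0.00593). Its adjusted p was 0.587 without control replicate 3, 0.284 without oxLDL replicate 1 and 0.212 without oxLDL replicate 2, and only Xbp1 had an unadjusted p under 0.05. Adjusted over the list alone 0 were called, as over all genes, and the block called 4 over all genes and 6 adjusted over the list alone. The Reactome set for this response, with 14 genes, was not called (normalized enrichment −0.66, adjusted p = 0.944). Of 30 tested interferon response genes 26 were lower, with a median of −0.15 (normalized enrichment −1.98, adjusted p = 1.110e-04). Oas3, Rsad2, Stat2, Parp14 and Gbp3 had unadjusted p under 0.05, 0 were called adjusted over the list alone or over all genes, and the block called 9 adjusted over the list alone and 5 over all genes. Reactome's interferon α/β signaling, with 12 genes, was not called either (normalized enrichment −1.07, adjusted p = 0.615). Under fry in the block the adjusted p of both hand-written lists was 0.152, in ranges of 0.00172 to 0.587 and 1.435e-07 to 0.438. Of 26 tested inflammatory genes under NF-κB 13 were higher and 13 lower, with a median of −0.01 (normalized enrichment −0.98, adjusted p = 0.588). Without control replicate 3 that list passed the threshold toward lower expression (adjusted p = 0.0843). For the 10 tested genes of the paper's inflammatory qPCR panel, 8 were lower, with a median of −0.10 (normalized enrichment −1.16, adjusted p = 0.426, or 0.0718 without control replicate 1). Neither inflammatory list held a gene called adjusted over the list alone or over all genes. The block called Ccl2 over all genes, and adjusted over the list alone 6 genes of the NF-κB list and 1 of the panel.

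All 24 tested NRF2 targets were higher, with a median of 0.60 and medians of 0.35, 0.32 and 1.0121 in the 3 replicate numbers (normalized enrichment 2.57, adjusted p = 5.313e-10). Hmox1, Gsta3, Gstm1 and Sqstm1 had unadjusted p under 0.05, and 3 were called adjusted over the list alone against 0 over all genes, and the block called 21 adjusted over the list alone and 18 over all genes. Under fry in the block the list was at 0.152, in a range of 2.153e-14 to 0.414. Of 13 tested PPAR targets 12 were higher, with a median of 0.30 (normalized enrichment 2.29, adjusted p = 1.550e-07), and 8 were called adjusted over the list alone, against 0 over all genes or 8 in the block. LXR targets split into 8 higher and 7 lower, with a median of 0.01 (normalized enrichment −1.54, adjusted p = 0.0657, or 0.217 without control replicate 1 and 0.168 without oxLDL replicate 2). Abcg1, Scd1, Scd2 and Fasn had unadjusted p under 0.05 in that list, of which 3 were called adjusted over the list alone, against 0 over all genes. In the block 7 LXR targets were called over all genes and 10 adjusted over the list alone.

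The enrichment of 19 HIF-1α targets was toward higher expression (1.68, adjusted p = 0.0145), although 14 were lower and the median was −0.05. With the block it was toward lower expression (adjusted p = 0.153), in a range of 0.00370 to 0.960, as it was without control replicate 3 (0.285) or oxLDL replicate 2 (0.511). Adjusted over the list alone 0 of these genes were called, as over all genes, and the block called 9 adjusted over the list alone and 5 over all genes. The mitochondrially encoded genes of oxidative phosphorylation had a median of 0.02 over 10 tested genes, of which 8 were higher (normalized enrichment −0.69, adjusted p = 0.870). Without control replicate 2 that list passed the threshold in the opposite direction (adjusted p = 0.0841). Of 30 lysosomal genes 23 were lower, with a median of −0.03 (normalized enrichment 0.88, adjusted p = 0.696). Scarb2 had an unadjusted p under 0.05, 0 lysosomal genes were called adjusted over the list alone or over all genes, and the block called Lipa and Scarb2 over all genes and 3 adjusted over the list alone. Lipa encodes the lysosomal acid lipase, on chromosome 19 of GRCm38 from 34492318 to 34527474 on the minus strand. Its normalized count was 40076 ± 4441 (SD, n = 3) in control and 49391 ± 7034 (SD, n = 3) in oxLDL-treated PMφs, a log2 fold change of 0.30 (standard error 0.14, adjusted p = 1 from limma). In the block the adjusted p of Lipa from limma was 0.0551, in a range of 0.0551 to 1, and the replicate numbers differed by 0.23, 0.30 and 0.36.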

### oxLDL accumulation in PMφs suppresses inflammatory gene expression 3 h after LPS stimulation, and cholesterol accumulation inhibits LPS-induced signaling

Previously, we showed that oxLDL accumulation in PMφs does not inhibit LPS-induced MAPK or NF-κB signaling (5). We now show that the LPS-induced early glycolytic response also remains intact in PMφs with accumulated oxLDL (Fig. 1). Considering this, we asked whether inflammatory gene expression is reduced at the 3 h time point after LPS stimulation. Indeed, we found the mRNA expression of many inflammatory genes was reduced significantly (Fig. 5A). For comparison, we also evaluated the effects of cholesterol accumulation and found a similar phenotype (Fig. 5B). Because we showed that cholesterol accumulation in PMφs inhibits LPS-induced TBK1, AKT1, AKT2, and ACLY activation (Figs. 1–3), we assessed whether MAPK and NF-κB signaling, which are critical for the induction of many inflammatory genes, is also inhibited by cholesterol. We found that LPS-induced phosphorylation of ERK1/2 and p65 (RelA) is suppressed in PMφs with accumulated cholesterol, and nuclear translocation of p65 appears to be reduced at the 3 and 6 h time points (Fig. 5C). These data suggest that cholesterol accumulation in Mφs inhibits multiple proximal signaling pathways triggered by TLR4 stimulation, including the MAPK, NF-κB, and the PI3K/AKT pathways, and this likely contributes to suppression of inflammatory gene expression. In contrast, oxLDL accumulation in PMφs selectively inhibits AKT2 and ACLY but does not inhibit LPS-induced NF-κB or MAPK signaling or early glycolysis. Because inflammatory gene expression by PMφs with accumulated oxLDL is suppressed 3 h after LPS stimulation (Fig. 5A), this implicates AKT2 and ACLY signaling in the inhibition of inflammation at this early time point.

**FIGURE 5.**
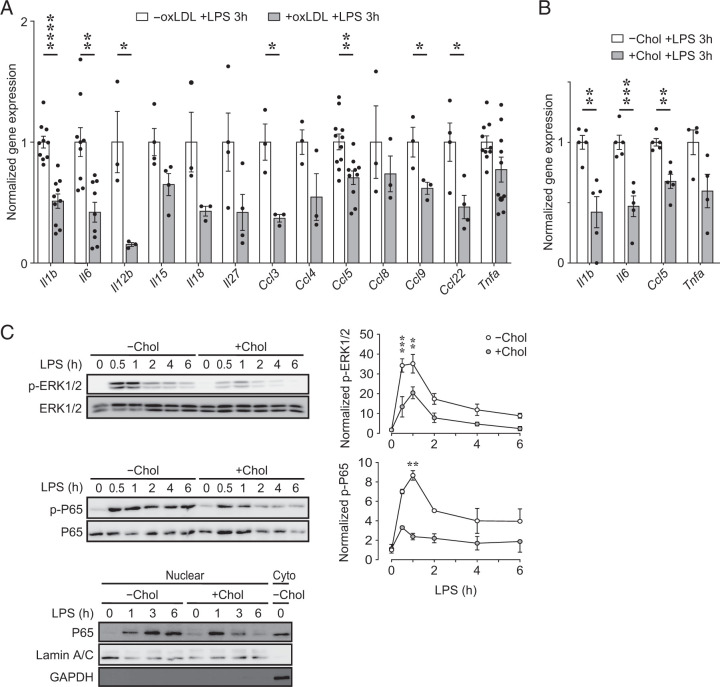
oxLDL accumulation in PMφs suppresses inflammatory gene expression at 3 h after LPS stimulation, and cholesterol accumulation inhibits LPS-induced signaling. (**A** and **B**) Analysis of proinflammatory gene mRNA expression by qPCR in LPS-stimulated (3 h) PMφs with or without accumulated oxLDL (A, *n* = 3–11) or cholesterol (Chol) (B, *n* = 4–5). For each gene the data were normalized to cells without oxLDL or cholesterol (assigned a value of 1). (**C**) Representative immunoblots and quantification of p-ERK1/2 (Thr^202^/Tyr^204^), total ERK, p-p65 (Ser^536^), and total p65 in PMφs with or without Chol accumulation after LPS stimulation (0–6 h). Values were normalized to the 0 h LPS time point in PMφs without Chol (*n* = 3). A representative immunoblot of nuclear and cytoplasmic (Cyto) fractions shows the post-LPS time course of p65 translocation to the nucleus in PMφs with or without Chol accumulation. The mean ± SEM is plotted in all graphs. Significant differences were determined by an unpaired Student *t* test (A and B) or a two-way ANOVA and a Bonferroni post hoc test (C). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. +, with; −, without.

### oxLDL accumulation in PMφs suppresses LPS-induced acetylation of H3K27

AKT contributes to the regulation of LPS-induced proinflammatory gene transcription through activation of ACLY and production of acetyl-CoA, which is required for protein acetylation, including K27 of histone H3 (H3K27ac) (10). Earlier, we showed that the accumulation of oxLDL in PMφs selectively suppresses activation of AKT2, ACLY, and the production of acetyl-CoA (Fig. 2). We therefore performed ChIP experiments to investigate whether the accumulation of oxLDL suppresses H3K27ac in LPS-stimulated PMφs. The initial time course showed that within 1–2 h LPS induces H3K27ac at promoters of proinflammatory genes but not *Hprt*, a constitutively expressed gene (Fig. 6A). Subsequent ChIP experiments demonstrated that oxLDL accumulation in PMφs suppresses H3K27ac within promoters of several proinflammatory genes at 1 h (Fig. 6B) after LPS stimulation.

**FIGURE 6.**
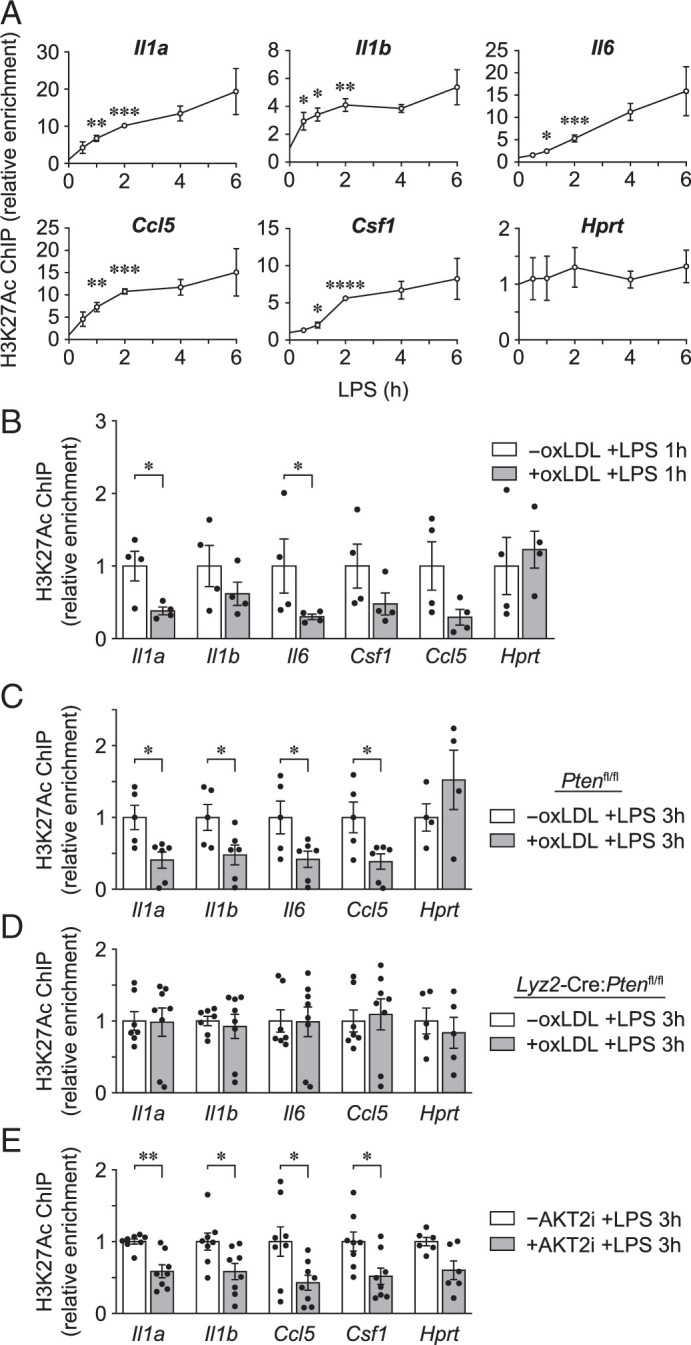
oxLDL accumulation in PMφs suppresses LPS-induced H3K27ac. ChIP-PCR experiments measuring H3K27ac enrichment in promoters of inflammatory genes. (**A**) Time course after LPS stimulation of PMφs. For each gene, the data were normalized to the 0 h LPS time point (assigned a value of 1, *n* = 3). (**B**) PMφs with or without oxLDL accumulation were assayed 1 h after LPS stimulation. For each gene, the data were normalized to the without (−)oxLDL group (assigned a value of 1, *n* = 4). (**C** and **D**) Bone marrow–derived Mφs from (C) *Pten^fl/fl^* and (D) *Lyz2-*Cre:*Pten^fl/fl^* mice with or without oxLDL accumulation were assayed 3 h after LPS stimulation. For each gene, the data were normalized to the −oxLDL group (assigned a value of 1, *n* = 4–8). (**E**) Selective inhibition of AKT2 reproduces the H3K27ac phenotype of PMφs with accumulated oxLDL. PMφs were treated with AKT2i (3 µM) 1 h prior to LPS stimulation (3 h). For each gene, the data were normalized to the −AKT2i group (assigned a value of 1, *n* = 6–8). The mean ± SEM is plotted in all graphs. Significant differences were determined by a one-way ANOVA and Bonferroni post hoc test (A), or with an unpaired Student *t* test (B–E). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. +, with; −, without.

To investigate a causal relationship between the reduction in AKT2 activation by oxLDL accumulation and the reduction in H3K27ac of the proinflammatory genes in LPS-stimulated PMϕs, we took advantage of BMDMφs from mice with myeloid cell deletion of *Pten* (*Lyz2-*Cre:*Pten*^fl/fl^), which express reduced levels of *Pten* mRNA compared with cells obtained from to *Pten* wild-type (*Pten*^fl/fl^) littermates (Supplemental Fig. 4C). The uptake of DiI-labeled oxLDL was comparable in the two genotypes (Supplemental Fig. 4D); however, oxLDL accumulation in *Lyz2-*Cre:*Pten*^fl/fl^ BMDMφs did not inhibit LPS-induced activation of AKT2 and ACLY, in contrast to *Pten*^fl/fl^ BMDMφs (Supplemental Fig. 4E). As in wild-type PMφs (Fig. 6B), oxLDL accumulation caused a reduction in H3K27ac in *Pten*^fl/fl^ BMDMφs 3 h after LPS stimulation (Fig. 6C). In contrast, oxLDL accumulation in *Lyz2-*Cre:*Pten*^fl/fl^ BMDMφs did not suppress H3K27ac within promoters of proinflammatory genes (Fig. 6D). ChIP experiments showed that treatment of PMφs with the AKT2i suppressed H3K27ac (Fig. 6E), and this phenocopied the effects of oxLDL accumulation in wild-type Mφs (Fig. 6B, 6C).

## Discussion

In atherosclerotic lesions, Mφs take up cholesterol as cholesteryl esters in modified lipoprotein particles. This is modeled in cell culture by use of oxLDL, and scavenger receptors are critical to the internalization of oxLDL. Consistent with our past studies (5, 13), we have cultured Mφs with oxLDL and in parallel with free cholesterol to overcome the controversies related to the differences in oxLDL preparations (29) and potential signaling downstream of scavenger receptors. In fact, this parallel approach enabled us to discover how oxLDL and cholesterol accumulation differentially suppressed Mφ inflammatory responses, one of which is the differential suppression of phosphorylation cascades downstream of TLR stimulation. For instance, whereas cholesterol accumulation in Mφs suppressed LPS-induced AKT1 and AKT2 signaling, oxLDL accumulation selectively impaired LPS-induced AKT2 signaling (Fig. 2C). We hypothesized that this difference is attributed to the impairment of phosphorylation cascades upstream of AKT signaling by cholesterol, but not oxLDL accumulation. Indeed, we found that the activation of TBK1, an upstream kinase of AKT (9, 20), was suppressed in PMφs with accumulated cholesterol, but not oxLDL (Fig. 3A). The notion that cholesterol, but not oxLDL, accumulation could interfere with early phosphorylation cascades was further reinforced by experiments showing that inhibition of PTEN prior to LPS stimulation restored AKT activation in PMφs with accumulated cholesterol (Fig. 3C), but not AKT2 activation in PMφs with accumulated oxLDL (Fig. 3B). Indeed, this differential response was also found in other major LPS-induced inflammatory phosphorylation events. As shown in Fig. 5C, although cholesterol accumulation in PMφs impaired LPS-induced NF-κB and ERK activation, they remained unaffected in PMφs with accumulated oxLDL, as was shown in our past study (5). Taken together, our data demonstrate that cholesterol and oxLDL accumulation have differential effects on suppressing signaling cascades. We speculate that the inhibitory effect of cholesterol accumulation is due to a significant disruption of the cholesterol composition within the plasma membrane and lipid rafts (30). In contrast, the selective inhibitory effect of oxLDL accumulation is caused by generation of mitochondrial ROS, which modifies and inhibits AKT2.

Because phosphorylation cascades regulate downstream biological functions, it is possible that Mφs with accumulated cholesterol versus oxLDL would exhibit different biological responses to inflammatory stimuli. Although both cholesterol and oxLDL accumulation impaired LPS-induced activation of AKT (Fig. 1A, 1B), a critical kinase with pleiotropic functions including early glycolytic influx, the induction of early-phase glycolysis remains intact in PMφs with accumulated oxLDL (Fig. 1C). We attribute this to the selective impairment of AKT2 signaling and intact AKT1 activation. This result demonstrates that AKT2 activation is dispensable for LPS-induced early-phase glycolysis and was confirmed by use of a selective AKT2 inhibitor (Fig. 2E). Although AKT2 activation is not essential for glycolysis, we found that it is required for the activation of ACLY and consequently the production of acetyl-CoA (Fig. 2A, 2B, 2F, 2G). Recent research has demonstrated the importance of ACLY-derived acetyl-CoA in the regulation of Mφ inflammatory gene expression through epigenetics (10). Specifically, ACLY-derived acetyl-CoA is critical for regulating H3K27ac of LPS-induced proinflammatory gene promoters (10). In our study, we have refined this concept by providing evidence that AKT2 regulates ACLY activity, acetyl-CoA levels (Fig. 2F, 2G), and H3K27ac of proinflammatory genes (Fig. 6E). More importantly, in Mφs with accumulated oxLDL where AKT2 activation is selectively inhibited, ACLY activity and acetyl-CoA levels (Fig. 2A, 2B) and H3K27ac of proinflammatory genes were impaired (Fig. 6B, 6C). Collectively, our data suggest that oxLDL-mediated inhibition of early inflammatory responses is regulated by AKT2 and ACLY, instead of glycolytic enzymes. An important question that remains to be answered is whether oxLDL-induced reduction of H3K27ac is directly linked to the suppression of proinflammatory gene expression (Fig. 5A). Our previous study has shown that the binding of the prototypic p65 (RelA) subunit of NF-κB to the promoters of key proinflammatory genes, such as *Ccl5* and *Il6*, was impaired in Mφs with accumulated oxLDL, and that blocking histone deacetylase activity partially restored the expression of these genes (5). Because histone acetylation regulates the accessibility of transcription factors binding to promoters of target genes, this raises the possibility that suppression of H3K27ac by oxLDL accumulation (Fig. 6B) impairs the binding of p65 within 3 h of LPS stimulation.

Apart from p65, other lipid sensing transcription factors, such as liver X receptors (LXRs), peroxisome proliferator-activated receptors (PPARs), and retinoid X receptors (RXRs) have been implicated in mediating the suppressive inflammatory responses found in lipid loaded Mφs. For instance, cholesterol loading-induced desmosterol accumulation was shown to activate LXRs and suppress inflammation in Mφ foam cells (31). These findings were subsequently confirmed in foam cells derived from atherosclerotic lesions, as deletion of LXRs in myeloid cells accelerated atherosclerosis (32). Similar to LXRs, in vitro studies have shown that agonists of PPARs could block LPS-induced Mφ activation and secretion of inflammatory cytokines due to inhibition of inflammatory transcription factor functions (33). The possible antiatherogenic role of PPARs was then confirmed with in vivo atherosclerotic mouse models (34). Finally, agonists for RXRs have also been shown to be critical for mediating the suppressive inflammatory responses in Mφs, especially in chronic inflammatory disease models, such as atherosclerosis (35). Because RXRs have been recently shown to regulate the maintenance and identity of large PMφs (36), it also raises the possibility that RXRs could mediate the reduced inflammatory responses that we have observed in oxLDL-loaded PMφs.

We noted that oxLDL accumulation in PTEN-deficient Mϕs did not suppress LPS-induced AKT2 and ACLY activation (Supplemental Fig. 4E), unlike the effects of PTENi that was added 1 h before LPS treatment and after oxLDL-induced ROS production (Figs. 3B, 4D). These observations support the notion that oxLDL/ROS-mediated inhibition of AKT2 occurs prior to the addition of PTENi. In contrast, PTEN-deficient *Lyz2-*Cre:*PTEN*^fl/fl^ Mϕs have constitutively increased PIP_3_ and AKT activation and appear to be resistant to oxidative stress induced by oxLDL accumulation.

In addition to the reduction of ACLY activation, we have also observed that oxLDL loading of LPS-activated Mϕs led to the suppression of mTORC1 activation downstream of AKT2 signaling (Supplemental Fig. 1C). Past research has shown in adipocytes that AKT2, specifically its phosphorylation on Ser^474^, is critical for insulin-mediated mTORC1 activation (37). This raises the possibility that oxLDL-mediated inhibition of AKT2 led to the suppression of mTORC1 signaling cascades, including protein synthesis. Because the mRNA of HIF-1α is particularly sensitive to mTORC1 activation, as it harbors a 5′ terminal oligopyrimidine tract (38), oxLDL-mediated inhibition of AKT2 activity may thus reduce the translation of HIF-1α mRNA, and potentially contribute to the impaired HIF-1α expression observed in Mφs with accumulated oxLDL during the late phase of glycolytic reprogramming (13).

oxLDL-induced ROS production plays a critical role in shaping how foam cells respond to inflammatory stimuli. For instance, although others have shown that oxLDL-induced ROS is a rapid NADPH oxidase–dependent event resulting from inflammatory signaling (39), we found in this study, as well as previously (13), that oxLDL-induced ROS production is a relatively late event. This suggests that the production of ROS induced by oxLDL accumulation is a consequence of a metabolic adaptation in the mitochondria. Indeed, our transcriptomic data and qPCR analysis demonstrate an upregulation of fatty acid oxidation in PMφs with accumulated oxLDL (Fig. 4A, 4C). This is significant not only because it demonstrates that cells with lipid accumulation acquire a new metabolic adaptation, but more importantly, ROS generated as part of this adaptation may modulate the response upon subsequent stimulation with inflammatory agonists. For instance, we have previously shown that oxLDL-induced ROS primed an enhanced LPS-induced NRF2-dependent antioxidative response that suppressed HIF-1α–dependent late-phase glycolysis and inflammation (13). Now we show that oxLDL-induced mitochondrial ROS suppress LPS-induced activation of AKT2 and ACLY and thus reduce H3K27ac of inflammatory genes. Taken together, our previous and current studies collectively demonstrated that the generation of ROS in Mφs with accumulated oxLDL plays an important role in modulating epigenetic and transcriptional responses to inflammatory stimuli.

AKT2 genetic deficient models from in vitro and in vivo studies have established its role in mediating cellular metabolism and inflammation (15, 22), yet how AKT2 can be regulated independently from other isoforms is not well understood. In recent years, the importance of cysteine 124 (C124) of AKT2 in regulating its catalytic function has been demonstrated (26, 27). C124 of AKT2 is a highly conserved residue only found in AKT2, but not other isoforms (26). Due to its position within the linker region, and its highly reactive nature to oxidative radicals, it is postulated that ROS are involved in AKT2-specfic regulation. Indeed, several studies have now demonstrated that the oxidation of C124 is critical in regulating AKT2 activity in response to oxidative stress, thereby linking redox homeostasis with the regulation of phosphorylation cascades (26, 27). In our study, inhibition of mitochondria-derived ROS during oxLDL accumulation reinstated AKT2 activation (Fig. 4F), thereby supporting the above notion that changes in the redox environment can induce AKT2-specifc regulations, and that the oxidation of C124 by oxLDL-induced ROS may explain how oxLDL can selectively inactivate AKT2 but not other isoforms.

In this study we used thioglycolate-elicited monocyte-derived PMφs to model arterial intimal Mφs in atherosclerotic lesions, which are derived primarily from blood monocytes. Key findings were reproduced in BMDMφs and RAW264.7 cells. However, it is possible that in other Mφs, such as tissue-resident Mφs, intracellular lipid accumulation could elicit different responses upon exposure to inflammatory stimuli.

Taken together, our study shows that the accumulation of oxLDL or cholesterol in Mφs impairs LPS-induced AKT signaling. Unlike cholesterol, oxLDL loading selectively impairs the activation and activity of AKT2, but not other isoforms, due to mitochondria-derived ROS. This impairment subsequently led to the reduction of ACLY activity, acetyl-CoA levels, and H3K27ac of proinflammatory genes, independent of LPS-induced early-phase glycolysis.

## Supplementary Material

Supplemental Figures 1 (PDF) Click here for additional data file.

# Supplementary material for: Oxidized Low-Density Lipoprotein Accumulation in Macrophages Impairs Lipopolysaccharide-Induced Activation of AKT2, ATP Citrate Lyase, Acetyl–Coenzyme A Production, and Inflammatory Gene H3K27 Acetylation
**Source:** Immunohorizons. 2024 Jan 9;8(1):57–73. doi: 10.4049/immunohorizons.2300101
**Supplement:** Supplemental Figures 1

# Supplemental Figure 1

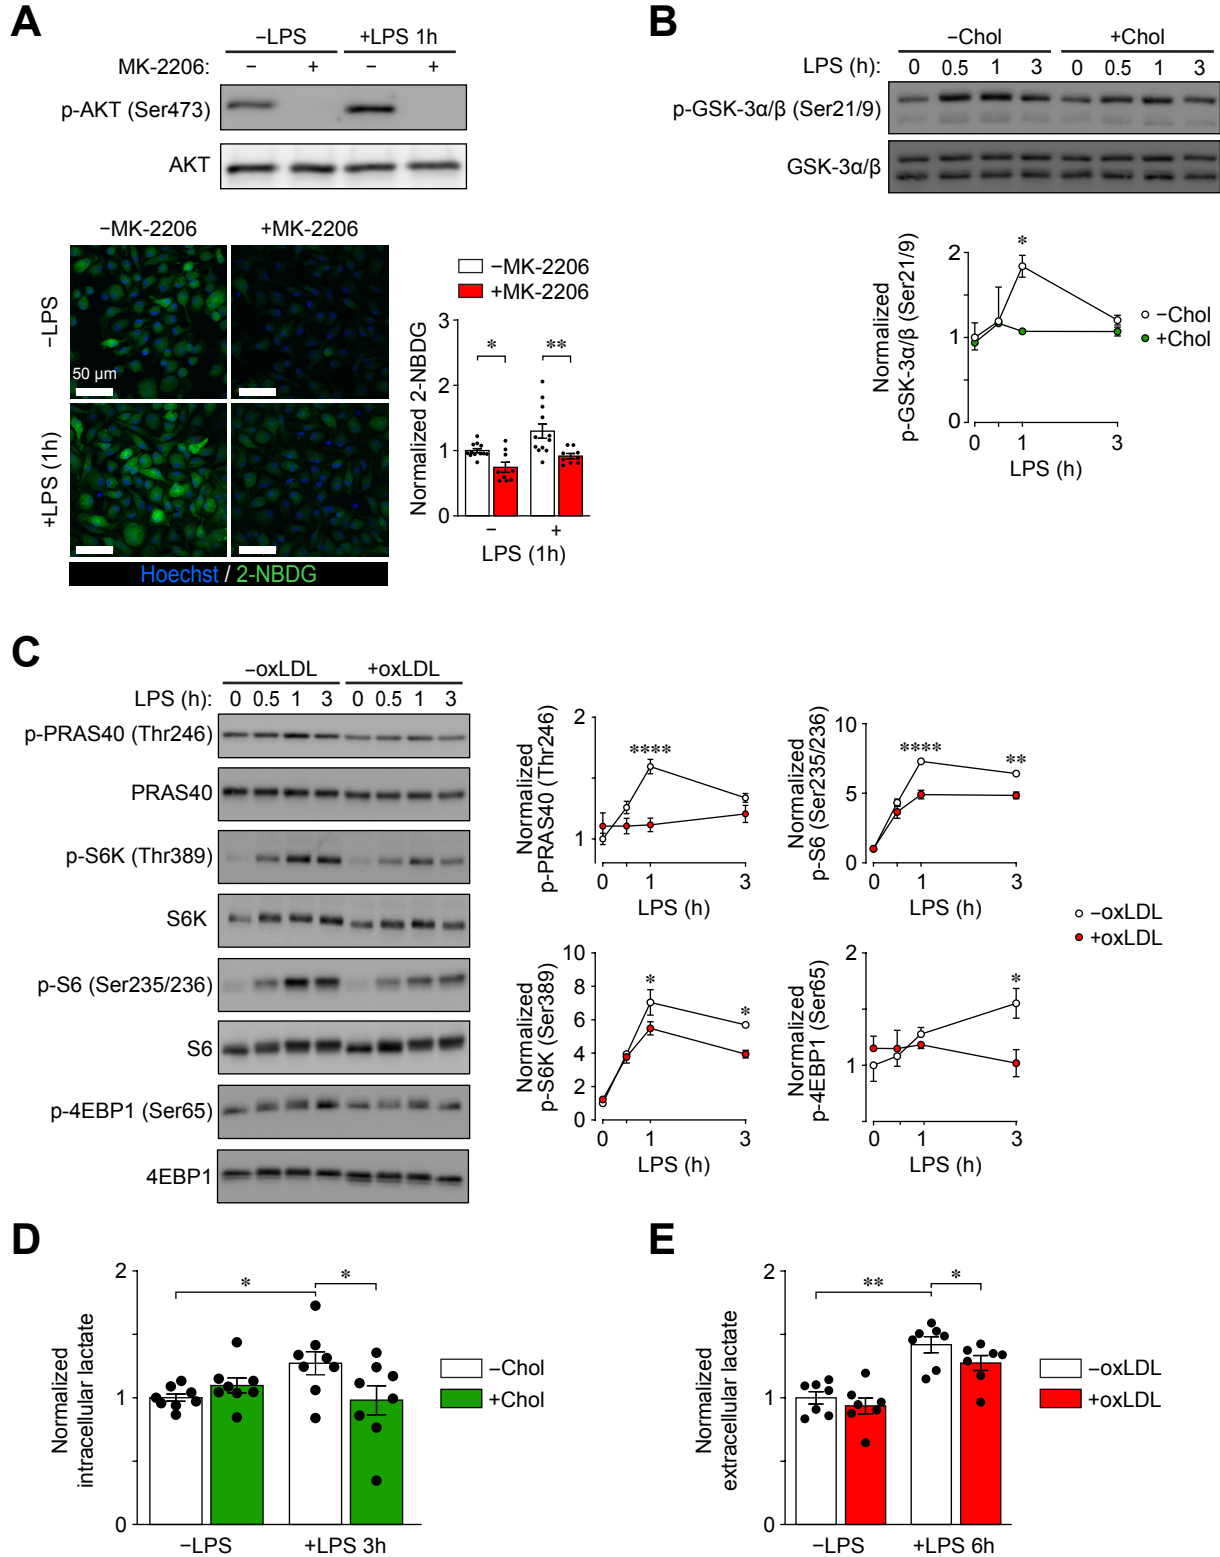

**(A)** Representative immunoblots (top) of p-AKT (Ser473) and AKT in PMφs with or without MK-2206 treatment and LPS stimulation (1 hour). Representative confocal microscope images and quantification (bottom) of 2-NBDG uptake (green) in PMφs with or without MK-2206 treatment and LPS stimulation (1 hour) (n = 9-12). **(B)** Representative immunoblots and quantification of p-GSK-3α/β (Ser21/9) and GSK-3α/β in PMφs with and without Chol accumulation and LPS stimulation (n = 2). **(C)** Representative immunoblots and quantification of p-PRAS40 (Thr246), PRAS40, p-S6K (Thr389), S6K, p-S6 (Ser235/236), S6, p-4EBP1 (Ser65) and 4EBP1 in PMφs with and without oxLDL accumulation and LPS stimulation (n = 3-5). **(D)** Normalized intracellular lactate in PMφs with and without Chol accumulation and 3 hours of LPS stimulation (n = 8). **(E)** Normalized extracellular lactate in cultures of PMφs with and without oxLDL accumulation and 6 hours of LPS stimulation (n = 7). The mean ± SEM is plotted in all graphs. Statistically significant differences were determined by a two-way ANOVA and a Bonferroni post hoc test. \**p* < 0.05, \*\**p* < 0.01, \*\*\*\**p* < 0.0001. +, with; -, without.

# Supplemental Figure 2

**A**

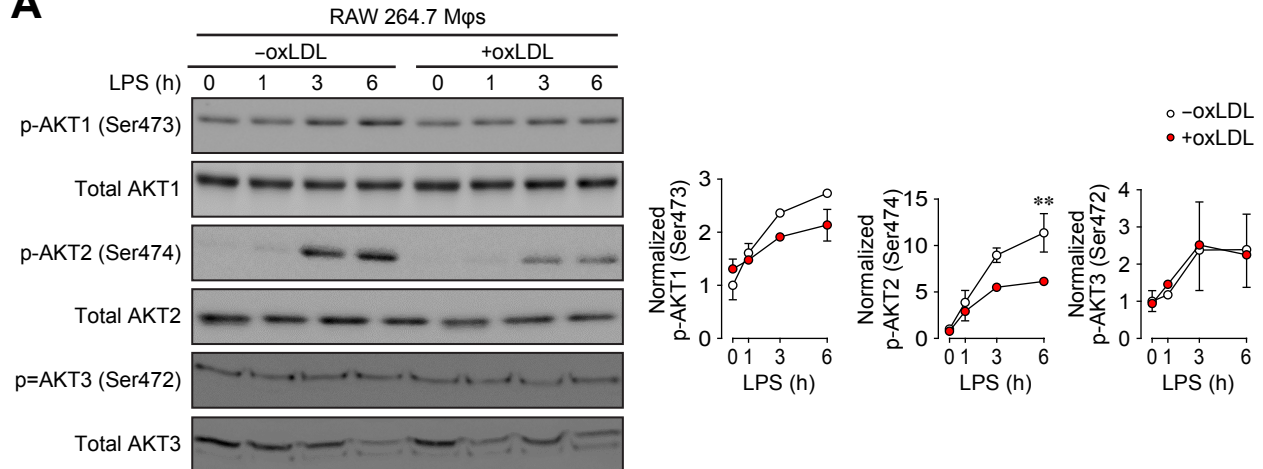

**B**

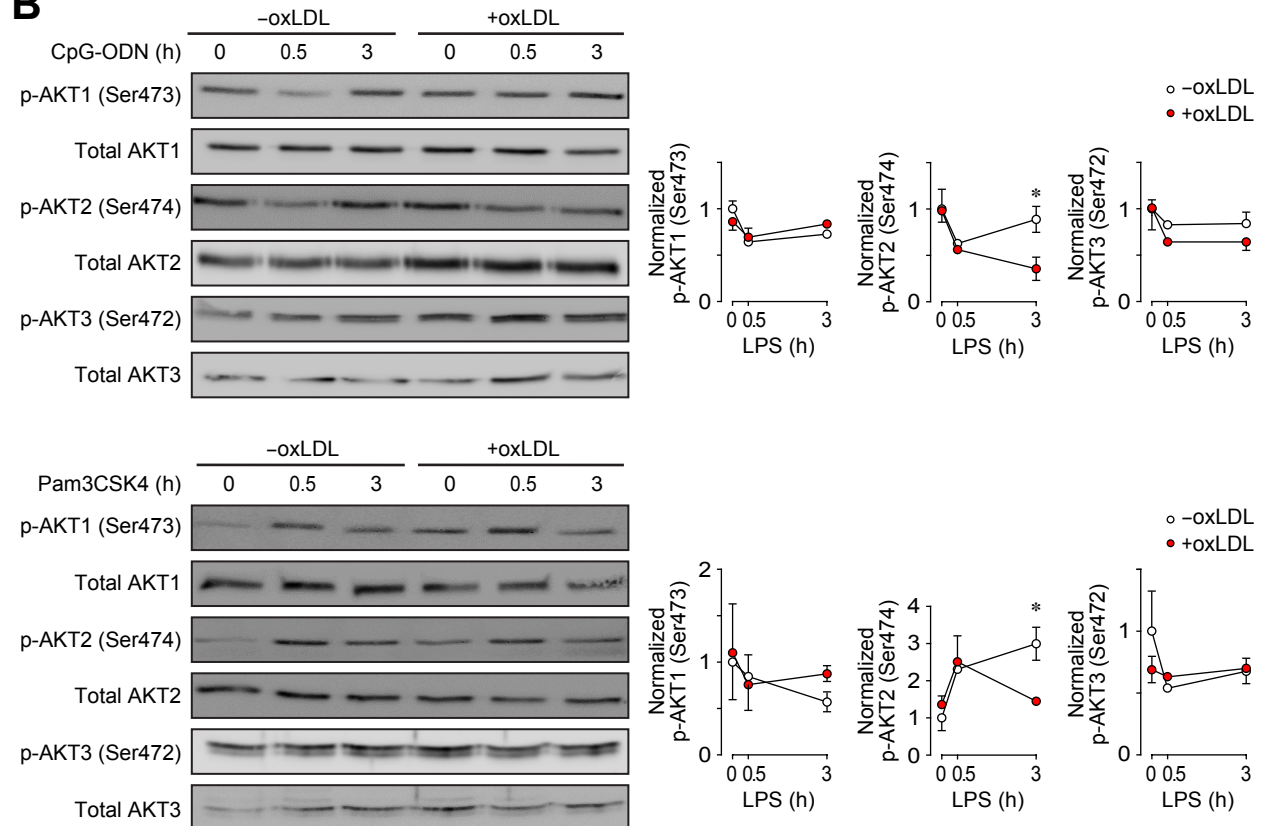

**(A)** Representative immunoblots and quantification of p-AKT1 (Ser473), AKT1, p-AKT2 (Ser474), AKT2 and p-AKT3 (Ser472) and AKT3 in RAW264.7 Mφs with and without oxLDL accumulation and LPS stimulation ( $n = 3$ ). **(B)** Representative immunoblots and quantification of p-AKT1 (Ser473), AKT1, p-AKT2 (Ser474), AKT2, p-AKT3 (Ser472), AKT3 in PMφs with and without oxLDL accumulation and CpG or Pam3CSK4 stimulation ( $n = 3$ ). The mean  $\pm$  SEM is plotted in all graphs. Statistically significant differences were determined by a two-way ANOVA and a Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ . +, with; -, without.

# Supplemental Figure 3

**A**

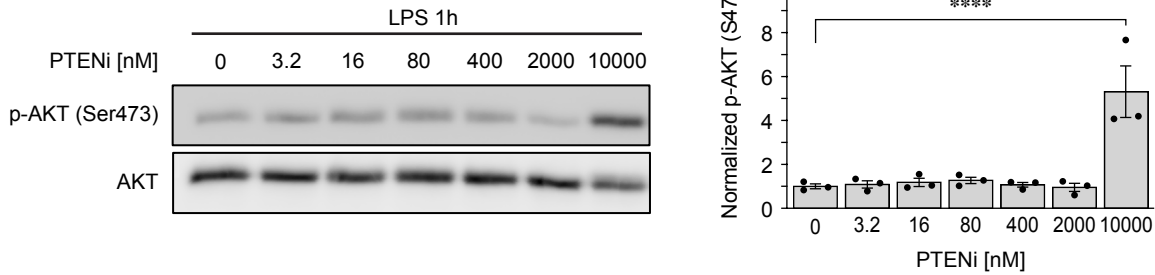

**B**

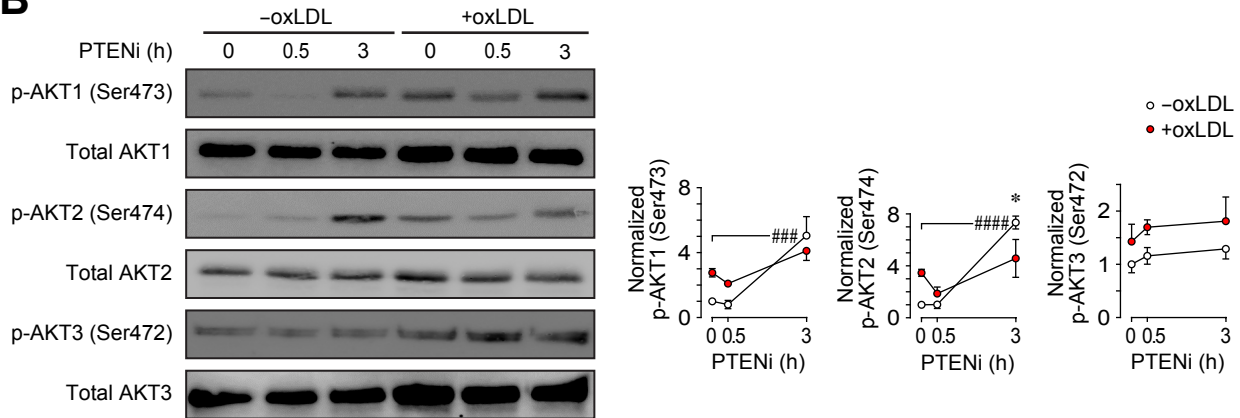

**C**

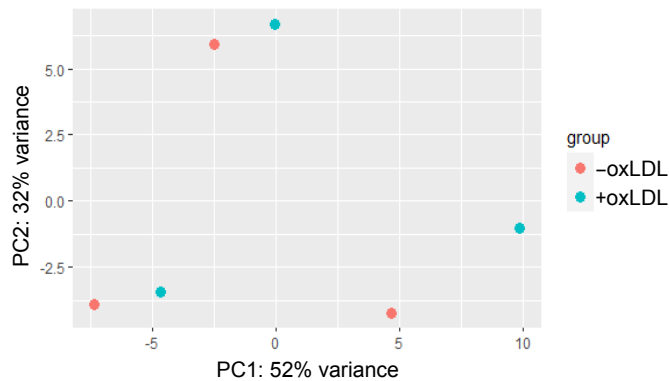

**D**

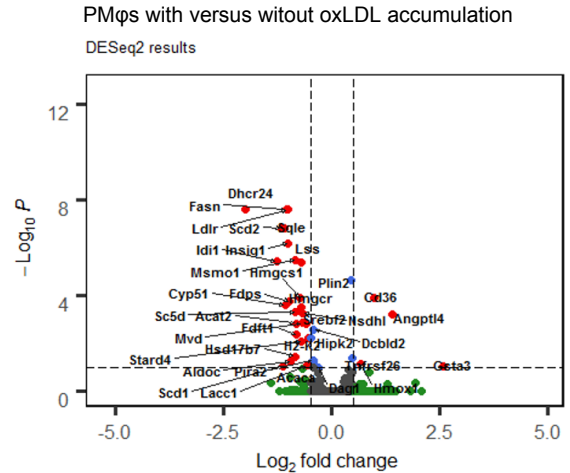

(A) Representative immunoblots and quantification of p-AKT (Ser473) and AKT in PMφs treated with increasing concentrations of PTENi added 1 hour prior to stimulation with LPS for 1 hour ( $n = 3$ ). (B) Representative immunoblots and quantification of p-AKT1 (Ser473), AKT1, p-AKT2 (Ser474), AKT2, p-AKT3 (Ser472), AKT3 in PMφs with and without oxLDL accumulation and treatment with PTENi for up to 3 hours ( $n = 3$ ). The asterisk indicates a significant difference between PMφs with and without oxLDL accumulation at the same time point (3 hours) after treatment with PTENi. Number symbols indicate significant difference between 0 and 3 hours of PTENi treatment of PMφs without oxLDL accumulation. (C, D) Principal component analysis of sample variance (C,  $n = 3$ ) and volcano plot (D) illustrating enrichment of genes in PMφs with oxLDL versus without oxLDL accumulation. The mean  $\pm$  SEM is plotted in all graphs. Statistical significance was determined by a one-way ANOVA (A) or a two-way ANOVA (B) and a Bonferroni post hoc test. \* $p < 0.05$ , \*\*\*\* $p < 0.0001$ , ### $p < 0.001$ , #### $p < 0.0001$ . +, with; -, without.

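The figure labels 36 genes, all of which passed the filter in the control and oxLDL libraries. They were chosen on these samples, so their counts are not independent evidence. In oxLDL-treated PMφs 30 of them were lower and 6 higher. All 36 had an unadjusted p under 0.05, and 35 were among the 100 genes with the smallest p. Adjusted over the list alone 36 were called by limma, and over all genes 0. In the replicate block 36 were called over all genes, with a largest adjusted p of 0.0228 from limma.

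The higher genes were Cd36, Angptl4, Gsta3, Hmox1, Plin2 and Tnfrsf26. Angptl4, on chromosome 17 of GRCm38 from 33773750 to 33781830, rose from 152 ± 30.8 to 401 ± 148 normalized counts (SD, n = 3 each), a log2 fold change of 1.34 (standard error 0.31). Plin2, on chromosome 4 from 86648386 to 86670060, rose from 25172 ± 369 to 34199 ± 1823 (SD, n = 3 each), a log2 fold change of 0.44 (standard error 0.09). Gsta3 rose from 10.3 ± 4.62 to 61.7 ± 59.0 (SD, n = 3 each), a log2 fold change of 2.08 (standard error 0.74) that lay between 1.31 and 2.82 with a library left out. Its reads may be shared with other Gsta genes, and its low counts make the fold change depend on the pseudocount. Hmox1 and Tnfrsf26 had log2 fold changes of 0.62 and 0.46.

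Among the lower genes, Lss had the smallest unadjusted p of all genes tested, with a log2 fold change of −0.71. Scd2, on chromosome 19 from 44293674 to 44306864, fell from 2063 ± 434 to 914 ± 146 (SD, n = 3 each), a log2 fold change of −1.17 (standard error 0.17), and part of its reads could match its paralog Scd1. Fasn, on chromosome 11 from 120805846 to 120824547, fell from 983 ± 45.4 to 473 ± 90.5 (SD, n = 3 each), a log2 fold change of −1.07 (standard error 0.14).

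**Figure D2:**
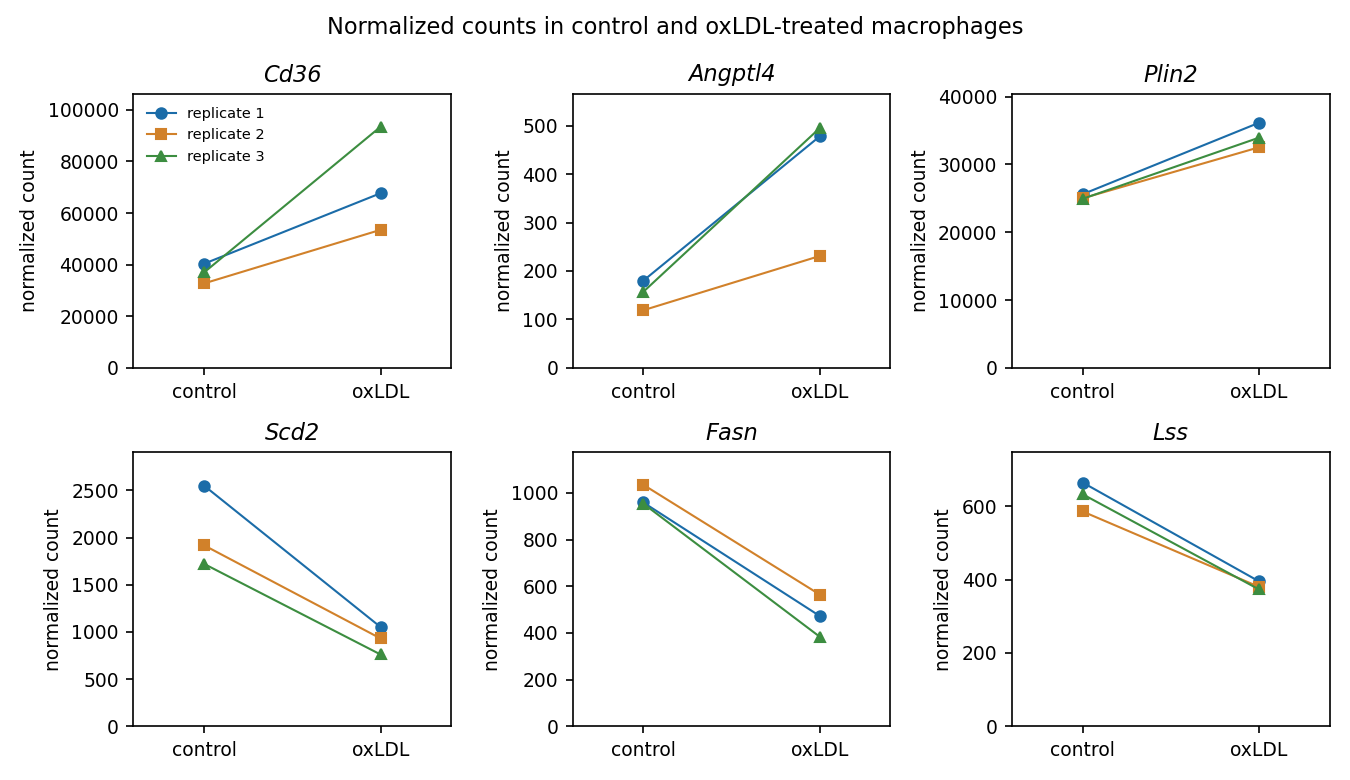
Normalized counts of 6 labelled genes in control and oxLDL-treated PMφs, with a point per library, axes that start at 0 and lines that join libraries of the same replicate number. The 3 oxLDL libraries lie above the 3 control libraries for Cd36, Angptl4 and Plin2 and below them for Scd2, Fasn and Lss.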

# Supplemental Figure 4

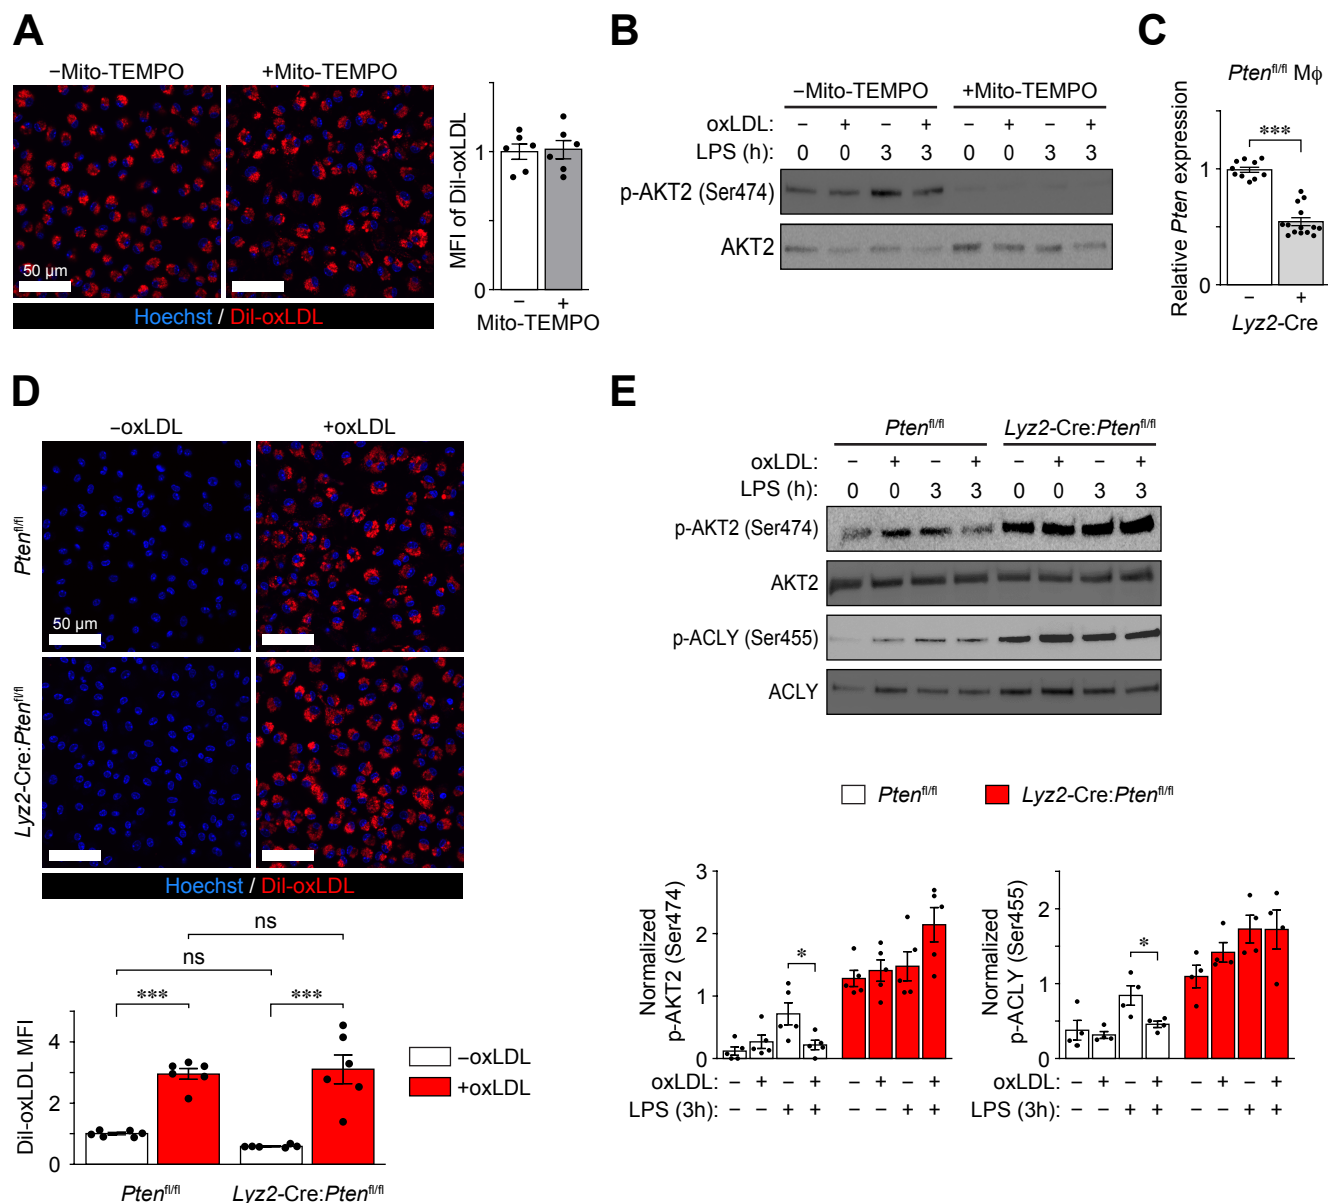

**(A)** Representative confocal microscope images and quantification of Dil-oxLDL accumulation in PMφs cultured with oxLDL and pretreated with or without Mito-TEMPO (n = 6). **(B)** Immunoblot analysis of AKT2 activation (phosphorylation of serine-474) in PMφs with and without Mito-TEMPO treatment, oxLDL accumulation and 3 hours of LPS stimulation (n = 1). The blot shows that pretreatment with Mito-TEMPO inhibits AKT2 phosphorylation. **(C)** qPCR analysis of *Pten* mRNA expression in bone marrow derived Mφs from *Pten*<sup>fl/fl</sup> and *Lyz2-Cre: Pten*<sup>fl/fl</sup> mice (n = 11-14). **(D)** Representative confocal microscope images and quantification of Dil-oxLDL accumulation in bone marrow derived Mφs from *Pten*<sup>fl/fl</sup> and *Lyz2-Cre: Pten*<sup>fl/fl</sup> mice cultured with and without oxLDL (n = 6). **(E)** Representative immunoblots and quantification of p-AKT2 (Ser474), AKT2, p-ACLY (Ser455) and ACLY in bone marrow derived Mφs from *Pten*<sup>fl/fl</sup> and *Lyz2-Cre: Pten*<sup>fl/fl</sup> mice with and without oxLDL accumulation and 3 hours of LPS stimulation (n = 4-5). The mean  $\pm$  SEM is plotted in all graphs. Significant differences were determined by an unpaired Student's t-test (A, C) or a two-way ANOVA and a Bonferroni post hoc test (D, E).

\**p* < 0.05, \*\*\**p* < 0.001, ns, not significant. +, with; –, without.

How the deposited data were processed for this re-analysis (not part of the article)

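RNA was sequenced from 12 cultures of thioglycolate-elicited PMφs, 3 each of control cells, cells given oxLDL, cells given LPS and cells given both. The authors made poly(A) libraries, trimmed the reads with Trimmomatic, aligned them to mm10 (GRCm38) with STAR, counted exonic reads per GENCODE gene with featureCounts and compared groups with DESeq2. The deposited signal is a table of whole numbers with 43278 gene symbols and a column per library, of which 18273 symbols are at 0 in every library. Within a library the values keep to the spacing of counts multiplied by 1 factor and rounded, so they are counts scaled by the authors. The reads themselves were not recovered from them. The factor of each library was read from that spacing, a step that was off by at most 0.06% on simulated columns. The spread between replicate libraries of a group was 5.68 to 15.72 times the counting noise. That spread includes the difference between pools, so it does not show how far the number of reads limits the blocked fits. Control libraries held 18621217 to 21823120 implied reads, oxLDL libraries 16737822 to 22842605, LPS libraries 18672718 to 26171796 and oxLDL+LPS libraries 20248413 to 20706744. A spreadsheet had turned 25 gene symbols into dates, which carry at most 0.165% of a library, and those genes were not assigned. The authors' text does not say whether counting used the strand, so genes that overlap on the other strand and members of gene families are uncertain.

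Because the values are scaled and rounded, tests made for raw counts were not run, although the comparison had been laid out for one of them. Groups were compared with limma (version 3.58.1 in R 4.3.3), with lmFit and eBayes with a trend in the variance, on log2 of the value plus 1. The filter kept genes with a value of at least 10 in at least 3 of the libraries compared. Only the 6 libraries of a comparison entered its fit, and the interaction between oxLDL and LPS was fitted on all 12. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called. On simulated data with 200 changed genes among 12572, the fit called 133 genes, of which 0 were false, and found 84% of the genes changed by 1 and 49% of those changed by 0.5 on the log2 scale. The replicate block called 188 genes, 21 of them false, and found 92% and 75%.

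The labels number the replicates of each group 1 to 3, the paper's methods describe pools of cells divided among the groups, and the paper names no block. Deviations from the group means over 10902 genes, which are not independent replicates, had correlations of 0.769, 0.792 and 0.755 between control and oxLDL libraries of numbers 1, 2 and 3. Between LPS and oxLDL+LPS libraries the correlations were 0.768, 0.722 and 0.720. The numbers therefore pair the libraries within each LPS state, and the fit with the replicate number as a block is given beside the fit without it.

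Genes were named by a rule. It takes every gene the paper names for its expression or as a studied protein and the 36 genes labelled in Supplemental Fig. 3D. It adds, per comparison, the 5 higher and 5 lower genes with the smallest p among those called in the same direction in all 3 replicate numbers. Other genes appear as members of a list that pass a threshold, or are said to be chosen after the values were seen. Some genes that fall under the rule are not reported here. Positions on GRCm38 were taken from the GENCODE annotation by symbol.

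The 29 gene lists, 19 of pathways and 10 of marker genes for cell types and sex, were written by hand. The pathway lists cover nuclear-encoded and mitochondrially encoded oxidative phosphorylation, adipogenesis, fatty acid oxidation, fatty acid synthesis, cholesterol biosynthesis, bile acid metabolism, glycolysis, E2F and cell cycle, ribosome biogenesis under MYC, the unfolded protein response, the interferon response, NF-κB, the paper's inflammatory qPCR panel, NRF2, PPAR, LXR and HIF-1α targets and the lysosome. The marker lists cover macrophages, large peritoneal macrophages, B cells, T cells, neutrophils, eosinophils, mast cells, mesothelial cells with fibroblasts, and male and female cells. Lists with at least 10 tested genes were tested with fgsea 1.28.0 on genes ranked by −log10(p) with the sign of the change, with seed 42, and adjusted over the lists. Alternatives were camera with a correlation of 0.01 or an estimated one, fry, and Reactome sets, for which 6904 of 7111 identifiers matched. The pathway lists overlap, so that 11 of 16 PPAR targets and 7 of 27 adipogenesis genes are also in another list, and the marker lists share no gene with each other. Saa3, of the large peritoneal macrophage list, is also in the NF-κB list. Of the labelled genes, 15 are in the list of cholesterol biosynthesis. How many marker genes PMφs themselves express was not tested. For the principal components, the 500 most variable genes on the log2 scale were used.

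Other alternatives were no filter or a filter in every library, all 12 libraries in the fit, a threshold of 0.05, a log2 fold change of at least 0.5, pseudocounts of 0.5 and 10, library totals or quantile scaling, voom weights, trends on GC content or transcript length (loess, span 0.3) removed from each library, and each library left out. A single library left out of a fit without the block leaves its pair broken, so a difference between pools can move that fit. Chance was gauged by recounting calls under every other split of the same libraries into 3 and 3. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. Western blots, qPCR, ChIP, microscopy, Seahorse and metabolite measurements of the paper were not analysed here.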

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

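The 3 tests on Xist, the pairing within each LPS state for the interaction and the swaps of labels within pairs were chosen after the results were seen. The paper's RNA-seq panels show control and oxLDL libraries only, so the comparisons with LPS below are not in the paper.

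LPS moved most of the expressed genes. Of 13023 genes tested between LPS-treated and control PMφs, 8039 were called by limma, 4093 higher and 3946 lower, and the replicate block called 8948, of which 8035 were in both. Of 12900 genes tested between oxLDL+LPS and oxLDL, 7030 were called, 3633 higher and 3397 lower, and 8185 with the block. With each library left out the counts lay between 6881 and 7690 and between 5838 and 6699, and without replicate number 1 they were 6549 and 5412. In each comparison the real groups were the only 1 of 10 splits of the libraries with a count that large, and the other 9 called 0 genes. That share is the smallest that 3 against 3 allow and cannot exclude chance by itself, but the smallest adjusted p from limma, 7.395e-08 and 2.161e-08, count against it. Gbp5, for example, rose by 10.67, 10.47 and 11.27 on the log2 scale in the 3 replicate numbers, with a standard error of 0.19. Scaling decides the balance of directions. With library totals the median of all genes shifted by −0.48 for LPS and −0.39 for oxLDL+LPS against oxLDL. The share of called genes that were higher went from 50.9% to 23.5%, or 40.2% with quantile scaling, in the first comparison, and from 51.7% to 23.7%, or 39.9%, in the second. Against control, the higher genes with the smallest p were Isg15, Gbp5, Ifit1, Rsad2 and Mnda, with log2 fold changes of 8.60, 10.81, 9.77, 8.43 and 5.91, and the lower ones Fam198b, Tpcn1, Fam83f, Zdhhc14 and Cd300a, with −3.97, −3.33, −4.35, −4.27 and −2.94. Between oxLDL+LPS and oxLDL the higher genes were Cmpk2, Irg1, Rsad2, Ifi47 and Isg15, with 9.28, 10.70, 8.46, 6.56 and 8.53, and the lower ones Arhgap19, Tmem65, Slc37a2, Tpcn1 and 4632428N05Rik, with −4.91, −2.22, −2.49, −3.04 and −2.21.

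Between oxLDL+LPS and LPS, limma called 0 of 12786 genes (890 with an unadjusted p under 0.05, smallest adjusted p 0.698), and with the replicate block 1682, of which 565 were higher and 1117 lower. Under library totals the same block called 1010 higher and 564 lower, and the share of higher genes went from 33.6% to 64.2%, or 43.4% with quantile scaling, so the balance of directions depends on the scaling. The block count was 71 without replicate number 1, 2945 without number 2 and 0 without number 3. The real pairing was the only 1 of 4 splits that part all 3 pairs with a count that large, and the other 3, which swap 1 pair, called 0 genes. With 4 splits no smaller share is possible, and the smallest adjusted p in the block was 0.00347, so these splits leave chance open for the count. For the effect that both LPS states share chance is unlikely if the 6 pairs are independent. Pairs of the same replicate number may share a pool, which would leave fewer independent pairs. The sum of the 2 oxLDL effects, with the 6 pairs within each LPS state as blocks, called 2243 genes, and 1 of 32 arrangements of labels swapped within pairs, the real one, had as many. Of the 36 genes labelled in the paper, which were chosen on libraries without LPS, the block called 33 with LPS present, and all 33 went in the direction they had without LPS, although genes that move together are not independent. For genes that changed with LPS present alone, chance stays open. Removing the trend on GC content left 1604 genes and removing that on transcript length 1577, which speaks against either as the cause. Without the block, all 10 of 10 splits had a count as large as 0, which any split must have, so they decide nothing.

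The effect of oxLDL was tested for a difference between cells with and without LPS. Of 13482 genes, 0 had an interaction past the threshold in limma (418 with an unadjusted p under 0.05). All 100 of 100 splits drawn had as many, which a real count of 0 fixes in advance, so they decide nothing. With the replicate block 0 were called and 967 had an unadjusted p under 0.05. With the 6 pairs within each LPS state as blocks, 147 were called, 55 higher and 92 lower, and the smallest adjusted p was 0.0376. Arl11, Nbeal2 and Thbd had interactions of 0.97, 0.94 and 0.91 on the log2 scale, and Ptgs2 and Ccrn4l of −1.95 and −0.81. Swapping labels within pairs gave 32 distinct arrangements, of which 3 called as many genes, the real one included. The arrangement with most calls (2243) swaps all 3 LPS pairs, which turns the difference of the 2 effects into their sum, the third called 214, and the median of the 31 others was 0. An oxLDL effect that both LPS states share enters the swapped arrangements, so 3 of 32 does not measure chance for the interaction. A chance origin of the 147 calls is therefore not excluded.

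Xist, which is expressed from the inactive X chromosome of female cells, separated the libraries labelled replicate 1. Its normalized count was 1 in control and 2 in oxLDL but 6331 in LPS and 3812 in oxLDL+LPS replicate 1. In replicate numbers 2 and 3 it lay between 3538 and 7751 in all 4 groups. The Y-linked Ddx3y was at 1156 and 1132 in the replicate 1 libraries without LPS, at 459 and 439 in those with LPS, and between 0 and 2 in all 4 libraries of number 2. A change of Xist with LPS is an unlikely explanation, because with and without LPS it differed by at most 0.25 on the log2 scale in numbers 2 and 3. An exchange of labels between these 12 libraries is also unlikely, since 0 LPS-treated libraries had Xist at or under 3. The replicate 1 cells with and without LPS may come from different mice. In number 1 the highest correlation of autosomal deviations across LPS was 0.406, over 10083 genes that are not independent replicates, and the lowest in the other numbers was 0.430. The pairs compared at the same LPS state are unaffected, and the comparisons across LPS carry this difference in replicate number 1.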

How the results depend on the processing

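The pseudocounts, the scalings, voom weights, the removal of GC and length trends, the fry test in the block, the block within each LPS state and every alternative to a blocked count were chosen after the data were seen, and the other alternatives were set before the data were examined. Those that need raw counts were not run, namely the DESeq2 Wald test, its size factors in edgeR, rlog and edgeR's log2 CPM for the principal components, and a DESeq2 ranking of the genes.

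Over the alternatives the count of LPS against control ran from 6180 to 9637, and that of oxLDL+LPS against oxLDL from 5254 to 8853. The replicate block gave 8948 and 8185, so other settings moved these counts more. For the comparisons of oxLDL, the replicate block changed the calls of genes most. Between oxLDL and control it raised the count from 0 to 601, and the block over all 12 libraries to 5. Between oxLDL+LPS and LPS it gave 1682, and 1015 over all 12 libraries. Without the block this count was 0 with each library left out other than oxLDL+LPS replicate 2, without which it was 91. The interaction gave 0 genes in the block and 147 with the block within each LPS state. With 1 library left out it stayed at 0 or rose to at most 6, without oxLDL+LPS replicate 2. The blocked counts also moved with other settings. Between oxLDL and control the block gave 0 of 23089 genes without the filter, 325 at an adjusted p under 0.05, 136 with a log2 fold change of at least 0.5, and with a replicate number left out from 139 (number 2) to 1285 (number 3). Between oxLDL+LPS and LPS the block gave 0 of 22596 genes without the filter, 986 with quantile scaling, 858 at an adjusted p under 0.05, 711 with a log2 fold change of at least 0.5, and from 0 (without number 3) to 2945 (without number 2). Library totals, voom weights and trends on GC content or length kept the oxLDL against control block between 575 and 709 and the other between 1574 and 1731. Among the counts of genes and the lists tested as sets with the same test, the replicate block changed no call other than those given here and beside the results. It also called single members of some lists whose blocked count is not given.

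Of 18 lists, 12 passed between oxLDL and control, against 4 in camera with an estimated correlation, 5 under fry, 7 under fry in the replicate block, where fatty acid oxidation (0.0912) and LXR targets (0.0675) joined the 5, and 234 of 825 Reactome sets. With a library left out, 9 to 13 lists passed. For oxLDL+LPS against LPS 15 lists passed, but 0 in camera with an estimated correlation, 0 under fry and 0 under fry in the replicate block, and 186 of 824 Reactome sets did. In the oxLDL and control libraries the adjusted p of adipogenesis was 0.165 with the estimated correlation. That of fatty acid oxidation was 0.188 with it and 0.204 under fry. Oxidative phosphorylation had 0.577 with it, 0.644 under fry, 0.233 under fry in the block, and from 4.185e-17 (without control replicate 3) to 0.148 (without control replicate 2) with a library left out.

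Some lists turned around with the setting. Where 1 library was left out its pair was broken, so a difference between pools may have moved the list. The lysosome between oxLDL+LPS and LPS ran from 0.00762 without LPS replicate 2 to 0.781 without oxLDL+LPS replicate 2, and was reversed without LPS replicate 1 (0.680). HIF-1α targets pointed the other way with the log2 fold change ranking (0.335), in the replicate block (0.153), in its camera (0.230) and in its fry test (0.129). Their adjusted p ran from 0.00370 without control replicate 2 to 0.511 without oxLDL replicate 2, where the direction was reversed, as it was without control replicate 3 (0.285). E2F and cell cycle genes ran from 1.522e-07 without oxLDL replicate 3 to 0.854 without oxLDL replicate 2, and were lower without control replicate 3 (0.0338). Mitochondrially encoded genes ran from 0.0841 without control replicate 2, with the direction reversed, to 0.959 without oxLDL replicate 3.

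Of the 947 alternatives to 58 fold changes of named genes, 893 kept call and direction, 53 gained a call, 50 of them with a block, and 1 reversed. That was Angptl4 between oxLDL+LPS and LPS, at 0.30, which ran from −0.15 without LPS replicate 3 to 0.66 without oxLDL+LPS replicate 3. Angptl4 was higher in all 3 replicate numbers (0.17, 0.26 and 0.48), so the reversal came with a broken pair. The first component of the control and oxLDL libraries held 46.5% over all genes and from 70.7% (without replicate number 3) to 81.6% (without number 2), and the share between the groups was 11.4% over all genes and from 11.8% (without number 2) to 17.9% (without number 3).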

Differences from the paper's values

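The libraries named in this part as left out were picked for mention after the results were seen, and no test was.

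Supplemental Fig. 3D labels about 36 genes, read by eye, as significant between oxLDL-treated and control PMφs, at the paper's threshold of 0.1 on the adjusted p. Here 0 of these genes passed that threshold without a block. With the replicate block, an alternative set before the data were examined, 36 passed and the paper's number was reached. The block over all 12 libraries gave 5, and the other alternatives gave 0. The self-test on simulated data called 133 of 200 changed genes without the block. The paper's text names no block, and the authors' test on raw counts was not run here, so the cause of the difference is open.

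The paper calls Cd36 significantly induced. Its log2 fold change here was 0.93, with an adjusted p of 1 from limma without a block and 0.00180 with the replicate block, in a range of 0.00180 to 1.

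The paper gives fatty acid metabolism as higher with oxLDL (Fig. 4A). The list of fatty acid oxidation was higher here, and that of fatty acid synthesis was lower in 14 of 15 genes, with a normalized enrichment of −2.33 and an adjusted p of 1.456e-08, in a range of 1.809e-11 to 0.0906 over its alternatives.

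Fig. 4A shows bile acid metabolism as lower with oxLDL. Of 8 tested genes of the list used here 5 were higher, with a median log2 fold change of 0.03, and the Reactome set had a normalized enrichment of −0.59 with an adjusted p of 0.984. With the replicate block, the only alternative run on it, the Reactome set had 0.88 and 0.779. Glycolysis, higher in Fig. 4A, had a normalized enrichment of −0.88 with an adjusted p of 0.696, in a range of 0.122 to 0.960 over its alternatives. E2F targets, also higher in Fig. 4A, had 1.03 and 0.547 here. They were called toward higher expression without control replicate 1 (0.0372), control replicate 2 (8.514e-04) or oxLDL replicate 3 (1.522e-07). Without control replicate 3 they were called toward lower expression. Inflammatory sets, lower in Fig. 4A, were not called here. The NF-κB list had −0.98 and 0.588, or 0.0843 and lower without control replicate 3, and the inflammatory qPCR panel had −1.16 and 0.426, or 0.0718 and lower without control replicate 1. The paper tested Hallmark sets, and the lists here were written by hand, so the genes tested were not the same.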

Other observations

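The tests of the share of macrophages, of mesothelial markers and of labels swapped within pairs were chosen after the results were seen, as were the genes and lists picked for mention outside the naming rule.

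Between oxLDL and control the number of genes called without a block was 0 in the real split. All 10 of 10 splits had as many, as any split must, so they decide nothing about that count. With the replicate block the real pairing was the only 1 of 4 splits that part every pair with a count that large, and the other 3 called 0 genes. That number of splits cannot exclude chance for the count, and the smallest adjusted p in the block, 2.263e-06 for Scd2 in a range of 2.263e-06 to 1 over its alternatives, counts against it for that gene. For the effect shared with the LPS libraries chance is unlikely if the 6 pairs are independent. Of 32 arrangements of labels swapped within these pairs 1, the real one, had as many genes. Pairs of the same replicate number may share a pool, so that condition is not certain. Removing the trend on GC content left 598 calls in the block and removing that on transcript length 575, so neither is a likely cause. For the lists, 2 of 10 splits had as many calls, the other being control replicates 1 and 2 with oxLDL replicate 2 against the rest, and the other splits called 6 to 12 lists. The number of lists called is therefore no measure of an oxLDL effect by itself. For oxLDL+LPS against LPS the real split was the only 1 of 10 with as many lists, against 6 to 10 lists in the others.

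Lower cholesterol biosynthesis was seen in both LPS states. The median log2 fold change was −0.78 in the oxLDL and control libraries, with −0.78 after removing the GC trend and −0.77 under the scaling nearest to 0, so GC content and scaling are unlikely causes. With LPS present all 20 genes were lower, with a median of −1.01 (adjusted p = 3.684e-13), or −1.01 after removing the GC trend and −0.92 under the scaling nearest to 0. Of those genes 17 were called adjusted over the list alone, against 0 over all genes and 18 over all genes in the replicate block. The interaction of the list was not called (median −0.17, adjusted p = 0.268). Enrichment called the interaction as higher for NRF2 targets (0.36, 5.583e-04) and fatty acid oxidation (0.10, 0.0355). As lower it called the unfolded protein response (−0.05, 0.00243), mitochondrially encoded oxidative phosphorylation (−0.28, 0.0116) and ribosome biogenesis under MYC (−0.05, 0.0355). LXR targets (−0.08, 0.0784), the interferon response (−0.06, 0.0835) and the inflammatory lists were also called as lower. Under fry the smallest adjusted p of any list was 0.213.

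Higher fatty acid oxidation is unlikely to come from scaling, since the median under the scaling nearest to 0 was 0.0986 in the libraries without LPS and 0.18 with LPS. With LPS present 24 of 27 genes were higher, with a median of 0.19, and 0 were called adjusted over the list alone or over all genes, against 7 over all genes in the replicate block and 12 adjusted over the list alone. For the nuclear genes of oxidative phosphorylation without LPS, transcript length was not excluded as part of the change, since removing its trend lowered the median from 0.08 to 0.0549, within the spread of the 3 replicate numbers. With LPS the test decides nothing, because the median of 0.04 already lay within that spread (0.15, 0.07 and −0.08), and removing the trend raised it to 0.0630. With LPS 56 of 77 were higher, with a median of 0.13 under library totals, and the call was lost without LPS replicate 2 (adjusted p = 1) and without oxLDL+LPS replicate 1 (0.201).

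In oxLDL+LPS against LPS, 15 of 18 lists passed the threshold, 7 higher and 8 lower. Of 32 inflammatory genes under NF-κB 31 were lower, with a median of −0.76 (normalized enrichment −2.30, adjusted p = 1.155e-06). Adjusted over the list alone 6 were called, against 0 over all genes, and in the block 25 over all genes. All 13 genes of the inflammatory qPCR panel were lower, with a median of −1.17 (adjusted p = 1.657e-04), 4 called adjusted over the list alone and 12 over all genes in the block. All 31 interferon response genes were lower, with a median of −0.25 (adjusted p = 3.484e-06), 0 called adjusted over the list alone and 5 over all genes in the block. The median of the interferon list was −0.16 under library totals and −0.11 with quantile scaling, so its size depends in part on the scaling. Fatty acid synthesis had a median of −0.33, with 12 of 14 lower (adjusted p = 3.060e-04). PPAR targets had a median of 0.29, with 10 of 13 higher (adjusted p = 3.223e-04). All 24 NRF2 targets were higher, with a median of 1.00 (adjusted p = 9.528e-12), 15 called adjusted over the list alone, 0 over all genes and 21 over all genes in the block. LXR targets were called as lower (adjusted p = 5.691e-04) with a median of −0.07 that was 0.02 under library totals.

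Calls of the other lists in that comparison were lost without single libraries, a step that also breaks a pair. Adipogenesis, with 0.0257, had an adjusted p of 0.197 without LPS replicate 2 and 0.107 in the replicate block, in a range of 0.0104 to 0.364. HIF-1α targets, with 0.0538, had 0.255 without LPS replicate 1, 0.191 without LPS replicate 2, 0.107 without oxLDL+LPS replicate 2 and 0.342 without oxLDL+LPS replicate 3. The lysosome, with 0.0752, had 0.680 and the reverse direction without LPS replicate 1 and 0.781 without oxLDL+LPS replicate 2, and 0.249 in the block, in a range of 0.00762 to 0.961. Ribosome biogenesis under MYC, with 0.0332, had 0.190 without LPS replicate 1, 0.168 without LPS replicate 3 and 0.944 without oxLDL+LPS replicate 2, and 0.107 in the block, in a range of 3.895e-04 to 0.944. Mitochondrially encoded oxidative phosphorylation, all 11 genes lower with a median of −0.32 (adjusted p = 0.0266), had 0.128 without LPS replicate 2 and 0.209 without oxLDL+LPS replicate 1. Glycolysis (0.603), E2F and cell cycle (0.626) and the unfolded protein response (0.361) were not called, although E2F was at 0.0708 without LPS replicate 1 and 4.129e-04 without oxLDL+LPS replicate 3. Of 8 bile acid genes 5 were higher, with a median of 0.16, and 3 were called adjusted over the list alone and in the replicate block.

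For the lower inflammatory transcripts in oxLDL+LPS PMφs, 3 explanations were tested. A weaker LPS response as a whole stays open. Over 963 responding genes outside the inflammatory lists the response of oxLDL-loaded cells had a slope of 0.924 on that of unloaded cells (0.914, 0.978 and 0.886 in the 3 replicate numbers). Over the 665 of them that rose with LPS the slope was 0.932 (0.923, 0.982 and 0.896), and over the 298 that fell 0.889 (0.866, 0.961 and 0.842). The 38 genes of the inflammatory lists had 0.872 (0.847, 0.950 and 0.825), and the interferon list 0.984 (0.986, 0.996 and 0.973). The inflammatory slope was below that of the genes that rose and that of the genes that fell in each replicate number. It lay close to the latter, so the size of the gap depends on the genes taken for comparison. The interferon slope was the highest in each replicate number, which argues against a response weaker by the same share in all genes. A weaker response of unequal size stays open. Scaling is an unlikely cause, since the median of the NF-κB list was −0.60 under the scaling nearest to 0. The share of macrophages was not decided, because their 8 markers went both ways, from −0.44 for Fcgr1 to 0.23 for Csf1r, with a median of −0.0359. As an interaction within the pairs of each LPS state, the NF-κB list had a median of −0.87 (adjusted p = 1.722e-15) and the qPCR panel of −1.08 (adjusted p = 6.301e-05), and under fry both were at 0.213, which was the smallest of all lists.

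Single genes of the paper's text were followed in the LPS libraries. With oxLDL+LPS against LPS, the log2 fold changes of Il1a, Il1b, Il6, Tnf and Ccl22 were −2.02, −2.16, −2.18, −0.67 and −2.40, and that of Ccl5 was −0.32. Leaving out 1 library gave −2.84 to −1.21 for Il1a, −2.76 to −1.48 for Il1b and −3.01 to −0.92 for Il6. It gave −1.01 to −0.25 for Tnf, −3.28 to −1.89 for Ccl22 and −0.53 to −0.09 for Ccl5. Without a block 0 of 28 tested text genes were called over all genes and 10 adjusted over the list alone, and with the block 21 and 24. The log2 fold changes of Cd36, Cpt1a, Acaa2, Lipa and Hmox1 were 0.98, 0.79, 0.44, 0.67 and 1.58. Of the 36 genes labelled in the paper, 31 were lower in this comparison, with 32 called adjusted over the list alone, 0 over all genes and 33 over all genes in the block. Between oxLDL and control, of 25 tested text genes 10 were higher and 15 lower. Cd36, Cpt1a, Acaa2 and Acly had an unadjusted p under 0.05, 3 genes were called adjusted over the list alone, 0 over all genes, and in the block 8 over all genes and 12 adjusted over the list alone. Akt1 and Akt2 had log2 fold changes of 0.00 and 0.03, Nfe2l2 of −0.13, Hif1a of −0.10, Msr1 of 0.31, Il1b of −0.15 and Tnf of 0.12, all with an adjusted p of 1 from limma without a block. With the replicate block Msr1 was called, with an adjusted p of 0.0205 from limma, in a range of 0.0205 to 1, and all 3 replicate numbers were higher (0.24, 0.19 and 0.50). Leaving out 1 library gave 0.10 to 0.45 for Msr1. In oxLDL+LPS against LPS Msr1 was lower, at −0.36, and the block called it in that direction (adjusted p = 0.0729 from limma).

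The transcript of Hif1a was lower in oxLDL+LPS than in LPS PMφs, at 6077 ± 183 against 8688 ± 696 normalized counts (SD, n = 3 each), a log2 fold change of −0.51 (−0.63, −0.35 and −0.56 in the 3 replicate numbers). Its adjusted p from limma was 0.698 without and 0.0126 with the replicate block, in a range of 0.0126 to 0.999 over the alternatives. Scaling is an unlikely cause, since the fold change nearest to 0 under another scaling was −0.38. The paper proposes that lower translation of this mRNA contributes to the lower HIF-1α protein, and a lower level of the mRNA may contribute as well. The LPS duration of these libraries is not stated, so they cannot be set beside a time point of the paper's blots. The transcript of Acly, whose protein activity the paper follows, had a log2 fold change of −0.25 with oxLDL (standard error 0.07, adjusted p = 1 from limma, in a range of 0.0159 to 1) for which scaling is an unlikely cause, with −0.23 under the scaling nearest to 0. Against LPS, oxLDL+LPS gave −0.26, or −0.15 with quantile scaling, with an adjusted p from limma of 0.705 without and 0.102 with the replicate block, in a range of 0.0940 to 0.999, so that its size depends in part on the scaling.

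Hprt, the gene named for normalization of qPCR in the paper, had a log2 fold change of 0.21 with oxLDL (0.17, 0.18 and 0.27 in the 3 replicate numbers, adjusted p = 1 from limma). With LPS present its log2 fold change with oxLDL was 0.30 (0.33, 0.17 and 0.41, adjusted p = 0.778 from limma). The replicate block called it in both comparisons.

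The size of the oxLDL effect differed between replicate numbers. With LPS the medians of cholesterol biosynthesis were −1.02, −0.58 and −1.40 in numbers 1, 2 and 3, those of NRF2 targets 1.18, 0.41 and 1.37, and those of the inflammatory genes −1.03, −0.43 and −0.88. The normalized count of Gsta3 was 153, 5 and 122 in oxLDL+LPS against 10, 6 and 8 in LPS, and that of Hmox1 55988, 12622 and 43842 against 16282, 8326 and 8635. With LPS the pair with the smallest effect, number 2, had the most reads, 46.4 M against 41.4 and 39.4 M. Without LPS number 2 had the fewest, 37.1 M, and the smallest medians, −0.56 and 0.32, and number 3 the most, 44.2 M, and the largest, −0.97 and 1.0121. For cholesterol biosynthesis and NRF2 targets the effect was smallest in number 2 in both LPS states, while its reads were the most in one and the fewest in the other. That goes against depth as the whole cause for these lists, but it rests on 1 pair per number and state and does not exclude it. Other lists differed without LPS. Fatty acid synthesis had its largest median in number 2 (−0.26, −0.43 and −0.31). Fatty acid oxidation (0.15, 0.13 and 0.05) and nuclear-encoded oxidative phosphorylation (0.13, 0.08 and −0.01) had their smallest in number 3.

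Marker lists were read for cells other than macrophages. Of 8 mesothelial or fibroblast markers, Msln was set aside for a mean under 10, and its lowest value was not in replicate number 3 in 3 of the 4 groups. For the 7 others in each of 4 groups, the value of replicate number 3 was the lowest in 27 of 28 cases and that of number 1 the highest in 22. Col1a1, the most abundant, was at 9735, 6937 and 2054 in control libraries of numbers 1, 2 and 3, and Col3a1 at 2509, 1904 and 665. A candidate explanation is a different share of other cells of the peritoneal lavage in each pool. The list had medians of −0.16 and −0.29 with oxLDL without and with LPS, with 0 genes called without the block. The medians without and with LPS were −0.07 and −0.45 for large peritoneal macrophages, of which 7 of 8 were lower with LPS and 3 were called in the block, −0.05 and −0.04 for macrophages, 0.10 and 0.10 for B cells, −0.10 and −0.30 for T cells, −0.26 and 0.41 for neutrophils and −0.07 and −0.55 for mast cells. They were −0.53 and −0.63 for eosinophils, from Siglecf alone, −0.01 and 0.04 for male cells and 0.14 and −0.43 for Xist. Without the block 0 genes of these lists were called over all genes. With it, Cxcr2, Siglecf, Fcgr1 and Csf1r were called as lower with oxLDL in the libraries without LPS. In those with LPS the block called Siglecf, Hdc, Kit, Mertk, Lck, Upk3b, Xist, Timd4, Cxcl13 and Saa3 as lower and S100a8 and Cd22 as higher. Saa3 is also in the NF-κB list, so its call with LPS is not specific to large peritoneal macrophages. With 1 to 8 tested genes each, none of these lists was tested as a set.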
